# The METTL3 RNA Methyltransferase Regulates Transcriptional Networks in Prostate Cancer

**DOI:** 10.3390/cancers14205148

**Published:** 2022-10-20

**Authors:** Daisy B. Haigh, Corinne L. Woodcock, Jennifer Lothion-Roy, Anna E. Harris, Veronika M. Metzler, Jenny L. Persson, Brian D. Robinson, Francesca Khani, Mansour Alsaleem, Atara Ntekim, Srinivasan Madhusudan, Melissa B. Davis, Kristian B. Laursen, Lorraine J. Gudas, Catrin S. Rutland, Michael S. Toss, Nathan Archer, Zsuzsanna Bodi, Emad A. Rakha, Rupert G. Fray, Jennie N. Jeyapalan, Nigel P. Mongan

**Keywords:** prostate cancer, METTL3, m6A, RNA methylation, therapeutic, molecular signalling, androgen receptor, endocrine driven cancer

## Abstract

**Simple Summary:**

Prostate cancer is driven by androgen receptor-regulated transcription and is a leading cause of cancer deaths. For this reason, androgen deprivation therapies are commonly used to treat advanced prostate cancer. These treatments are often effective for short durations before the emergence of treatment resistance and disease progression to castrate resistant prostate cancer or neuroendocrine-like disease. The aim of this study was to address whether new therapies targeting the epitranscriptome may suppress androgen signalling and thus represent a novel approach to prostate cancer treatment.

**Abstract:**

Prostate cancer (PCa) is a leading cause of cancer-related deaths and is driven by aberrant androgen receptor (AR) signalling. For this reason, androgen deprivation therapies (ADTs) that suppress androgen-induced PCa progression either by preventing androgen biosynthesis or via AR signalling inhibition (ARSi) are common treatments. The *N*6-methyladenosine (m6A) RNA modification is involved in regulating mRNA expression, translation, and alternative splicing, and through these mechanisms has been implicated in cancer development and progression. RNA-m6A is dynamically regulated by the METTL3 RNA methyltransferase complex and the FTO and ALKBH5 demethylases. While there is evidence supporting a role for aberrant METTL3 in many cancer types, including localised PCa, the wider contribution of METTL3, and by inference m6A, in androgen signalling in PCa remains poorly understood. Therefore, the aim of this study was to investigate the expression of METTL3 in PCa patients and study the clinical and functional relevance of METTL3 in PCa. It was found that METTL3 is aberrantly expressed in PCa patient samples and that siRNA-mediated METTL3 knockdown or METTL3-pharmacological inhibition significantly alters the basal and androgen-regulated transcriptome in PCa, which supports targeting m6A as a novel approach to modulate androgen signalling in PCa.

## 1. Introduction

Prostate cancer (PCa) is a leading cause of cancer-related deaths [1]. The androgen receptor (AR) plays a pivotal role in PCa pathogenesis and progression. Given this critical role, androgen deprivation therapies/AR signalling inhibitors (ADTs/ARSis) that target AR function (eg bicalutamide, enzalutamide, darolutamide, and apalutamide) or inhibit androgen production (eg abiraterone) are the mainstay of systemic PCa treatments. Whilst these therapies initially successfully suppress PCa growth and disease progression, the emergence of treatment resistance and progression to castrate resistant PCa (CRPC) are common [2]. Therefore, there is an urgent need to better understand the transcriptional mechanisms involved in CRPC and to identify novel therapeutic approaches to prevent, reverse, or delay disease progression.

*N*6-methyladenosine (m6A) is the most abundant internal epitranscriptomic modification in eukaryotic mRNA. RNA-m6A methylation is mediated by a multiprotein methyltransferase complex, with methyltransferase-like 3 (METTL3) harboring the catalytic component [3,4,5,6]. Through phylogenetic studies, methyltransferase-like 14 (METTL14) was found to be a close homologue of METTL3 and forms a heterodimer with METTL3 [6,7,8,9]. The METTL3-METTL14 heterodimer interacts with additional proteins, including Wilms tumour 1-associated protein (WTAP), RNA-binding motif protein 15 (RBM15), RBM15B, vir-Like m6A methyltransferase associated (VIRMA, also known as KIAA1429), and Zinc Finger CCCH-Type Containing 13 (ZC3H13), all of which are required for m6A methylation [6,8,10,11,12,13]. Moreover, other proteins including the E3 ubiquitin-protein ligase Hakai (HAKAI) and associated proteins, are required for the full methylation ability in *Arabidopsis* [14,15]. Studies also suggest that the mammalian HAKAI homologue, cbl protooncogene like 1 (CBLL1), is also involved in the mammalian m6A methyltransferase complex [16]. The RNA-m6A modification is interpreted by several ‘reader’ proteins and demethylated by ‘eraser’ proteins [17,18,19,20]. RNA-m6A is known to be involved in the regulation of gene expression, splicing, and translation [21,22,23,24].

The m6A modification and its regulators have been implicated in numerous solid and haematological cancers, including recent studies in PCa. The m6A reader protein YTHDF2 was initially implicated in PCa through targeting *miR-493-3p*, reducing cell proliferation and migration of PCa cells and thus suggesting a role for m6A in prostate carcinogenesis [25]. Since then, several studies have identified a role for METTL3 in PCa. METTL3 was found to be up-regulated in PCa patients and be implicated in many pathways involved in PCa development and progression [26,27,28,29]. A recent study by Cotter et al. [30] highlighted a role for METTL3 in treatment resistance in PCa. Despite these advances, the role of METTL3, and by inference m6A, in androgen signalling and CRPC remains poorly understood.

Therefore, to better understand the role of METTL3 in PCa, its expression and function was investigated in both PCa patients and cell lines. Utilising siRNA-mediated depletion and pharmacological inhibition of METTL3, changes in the basal and androgen-regulated transcriptome, alternative splicing, and cellular phenotype were identified. Collectively, these findings support targeting m6A as a novel approach to suppress pro-oncogenic androgen signalling in PCa.

## 2. Materials and Methods

### 2.1. Bioinformatic Analysis of METTL3 in Clinical Specimens

*METTL3* expression and copy-number alterations (CNA) were investigated in the primary adenocarcinoma The Cancer Genome Atlas (TCGA) Firehose Legacy (*n* = 499) [31], metastatic adenocarcinoma SU2C/PCF Dream Team (*n* = 444) [32], and neuroendocrine PCa (NEPC) Multi-Institute (*n* = 114) [33] datasets. The cBioPortal (Memorial Sloan Kettering Cancer Center, New York, USA, https://www.cbioportal.org/, accessed between 1 June 2020 and 1 September 2020) [34,35] was utilised to analyse CNA and alterations in mRNA expression. For mRNA expression data, cBioPortal compared the relative expression of *METTL3* in tumor samples to the *METTL3* expression distribution in the diploid population of samples giving a Z-score. Additionally, the UCSC Xena browser (UCSC Xena, https://xenabrowser.net, University of California, Santa Cruz, USA, accessed between 1 June 2020 and 1 September 2020) [36] was used to further analyse *METTL3* mRNA expression in the TCGA prostate adenocarcinoma dataset [31] in sample type, primary therapy response, and biochemical recurrence (BCR).

### 2.2. Ethics Statement, Tissue Specimens, and Immunohistochemistry

The project was reviewed and approved by the local ethics committees of the University of Nottingham School of Veterinary Medicine and Science (3483 211102; 1578 151019) and Weill Cornell Medicine IRB (protocol#1008011210). The General Data Protection Regulation (GDPR) was applied, and informed consent obtained. The Helsinki Declaration of Human Rights was strictly observed. The prostate specimen tissue microarray (TMA) cohort comprised of non-malignant (*n* = 152) and primary PCa (*n* = 253) specimens in triplicate 0.6 mm formalin-fixed paraffin-embedded (FFPE) cores (Table S1).

Immunohistochemical (IHC) staining of the TMA was performed using the semi-automatic IHC diagnostic system (Ventana Inc., Oro Valley, USA), as previously described [37]. The TMA blocks were cut at 5 µm sections and stained with a METTL3 primary antibody (ab195352 PUR, Abcam, Cambridge, UK, 1:500). High resolution scans of the stained slides were prepared and the nuclear staining in non-malignant or tumour tissue was assessed independently by two pathologists (BDR, FK) using the H-Score system (0–300 range: 1 × (% cells with staining intensity 1) + 2 × (% cells with staining intensity 2) + 3 × (% cells with staining intensity 3)) [38]. H-scores were then trichotomised into low (<200), medium (200–290), and high (>290) METTL3 nuclear expression and correlated with clinical parameters.

### 2.3. Cell Lines and Culture Conditions

The PCa cell lines LNCaP, LNCaP:C4-2, and 22Rv1 were used in this study. Cell line identity was confirmed by genotyping or STR profiling. All cells were cultured at 37 °C and 5% CO_2_ in phenol-red containing RPMI-1640 medium supplemented with 100 U/mL penicillin, 100 µg/mL streptomycin, 1 mM sodium pyruvate, and 10% foetal bovine serum (FBS). For androgen treatment, cells were plated in phenol-red-free RPMI-1640 medium supplemented with 2 mM L-glutamine, 100 U/mL penicillin, 100 µg/mL streptomycin, 1 mM sodium pyruvate, and 10% charcoal-stripped FBS. Synthetic androgen (R1881) in 100% ethanol was added to the well at a final concentration of 1nM, or 100% ethanol was added for vehicle controls. All reagents were purchased from Gibco (Waltham, USA) or Sigma-Aldrich (Saint Louis, USA).

### 2.4. siRNA Mediated Functional Depletion and Pharmaco-Inhibition of METTL3

Functional depletion of *METTL3* in LNCaP:C4-2 and 22Rv1 PCa cell lines was performed using the ON-TARGETplus siRNA SMART pool targeting *METTL3* (#L-005170-02-0005, Horizon Discovery, Cambridge, UK) utilising the DharmaFECT 2 transfection reagent (Horizon Discovery, Cambridge, UK). The ON-TARGETplus non-targeting siRNA control (#D001810-10-05, Horizon Discovery, Cambridge, UK) was used as a negative control, and transfection performed following the manufacturer’s instructions. Cells were transfected with siRNA and incubated for 48 h without R1881 treatment. After 48 h, cells were transfected again with siRNA and treated with 1nM R1881 (Sigma-Aldrich, Saint Louis, USA) or 100% ethanol (vehicle) and incubated for a further 72 h before harvesting for protein and RNA analysis. Functional inhibition of METTL3 in LNCaP:C4-2 and 22Rv1 was conducted using the recently published METTL3 inhibitor STM2457 [39]. The cells were treated with 10 μM STM2457 (Insight Biotechnology, Wembley, UK) or DMSO (vehicle) for 48 h before harvesting for RNA or protein.

### 2.5. Gene Expression Analysis and Western Blotting

For mRNA and protein expression analysis, PCa cells were treated as described above. RNA was isolated using GenElute Mammalian Total RNA Miniprep Kit with on-column DNase treatment (Sigma-Aldrich, Saint Louis, USA). Extracted RNA was subjected to cDNA synthesis using the qScript cDNA Synthesis Kit (Quanta Biosciences, Beverly, USA). Analysis of mRNA expression was conducted by real-time quantitative polymerase chain reaction (RT-qPCR) with LightCycler 480 Probes Master (Roche Diagnostics, Rotkreuz, Switzerland) and hydrolysis probes carried out in a LightCycler 480 II instrument (Roche, Rotkreuz, Switzerland). Taqman probes used in this study were *GAPDH* (Hs03929097_g1), β*-actin* (Hs01060665_g1), *KLK3* (Hs02576345_m1), and *METTL3* (Hs00219820_m1) all purchased from Thermo Fisher Scientific (Waltham, USA). Relative mRNA expression was analysed using the Pfaffl method [40] with either *GAPDH* or β*-actin* used as the housekeeping gene.

For total protein analysis by Western blotting, cells were harvested in SDS final sample buffer (100 mM Tris-HCl pH 6.8, 4% SDS, 20% glycerol) and stored at −80 °C. To isolate nuclear and cytoplasmic protein fractions from cells, NER-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific, Waltham, USA) were used and separation performed using the manufacturer’s instructions. Protein samples were diluted with 5X Laemmli loading buffer and boiled at 95 °C for 5 min before loading on an SDS-PAGE gel for protein separation. After this, the proteins were transferred from the gel onto a polyvinylidene difluoride (PVDF) membrane (0.45 µm, Merck, Rahway, USA) via semi-dry blotting. The membrane was blocked using either 5% bovine serum albumin (BSA) or 5% milk and probed overnight with primary antibody at 4 °C. The following antibodies were used in this study: anti-METTL3 (ab195352 PUR; Abcam, Cambridge, UK 5% milk; 1:10,000), anti-AR (sc-816; Santa Cruz, Dallas, USA 5% milk; 1:5000), anti-GAPDH (mAb9484; Abcam, Cambridge, UK, 5% BSA 1:10,000), anti-β-actin (sc-130657; Santa Cruz, Dallas, USA, 1:50,000 or MA5-15739; Invitrogen, Waltham, USA, 1:10,000), and anti-HDAC1 (5356; Cell Signalling Technology, Danvers, USA, 1:1000). Goat anti-mouse (ab97023; Abcam, Cambridge, UK, 1:10,000–50,000 or Sc-2005; Santa Cruz, Dallas, USA, 1:10,000–50,000) and Goat anti-rabbit (ab6721; Abcam, Cambridge, UK, 1:10,000-50,000 or Sc-2004; Santa Cruz, Dallas, USA, 1:10,000–50,000) secondary antibodies were used for 1 h at room temperature, the signal detected using Amersham ECL Prime reagent (GE Healthcare, Chicago, USA) and imaged using a ChemiDoc MP Imaging System (Bio-Rad, Hercules, USA). Full, annotated Western blot images are available in Figures S1–S9.

### 2.6. RNA-seq and Splicing Analysis of siRNA Depletion or Pharmaco-Inhibition of METTL3

RNA-seq analysis (Novogene, Cambridge, UK) was performed on LNCaP:C4-2 and 22Rv1 PCa cells treated with siSCR control, siMETTL3 in vehicle (ethanol; basal) or androgen (1nM R1881) conditions. Additionally, RNA-seq was performed on LNCaP:C4-2 and 22Rv1 treated with vehicle (DMSO) or 10 μM STM2457. The obtained Fastq files were quality processed (phred score >30 retained) and adapters trimmed using the Trim Galore wrapper (GitHub, Inc., San Francisco, USA, https://github.com/FelixKrueger/TrimGalore, accessed between 1 November 2021 and 1 January 2022) for FastQC and Cutadapt. The QC-processed reads were aligned to the human Ensembl annotated reference genome (GRCh38) using the STAR aligner (GitHub, Inc., San Francisco, USA) [41]. The differential gene expression between conditions was quantified using FeatureCounts (The Walter and Eliza Hall Institute of Medical Research, The University of Melbourne, Parkville, Australia) [42] and DESeq2 (Huber Lab, European Molecular Biology Laboratory, Heidelberg, Germany) [43]. Genes were then filtered by fold change (FC) ±1.5 and false discovery rate (FDR) < 0.05. RNA-seq data was also analysed to assess differential alternative splicing using replicate multivariate analysis of transcript splicing (rMATS, version 3.2.5, Xing Lab, Children’s Hospital of Philidephia, Philadelphia, USA) [44]. Significant differential alternative splicing was sorted based on the difference in percentage spliced in (dPSI) ≥ 5% and FDR < 0.05. KEGG pathway analysis was conducted using gene symbol of the significant differentially expressed genes (DEGs) and differentially spliced genes (DSGs) utilising the Web-Based Gene Set AnaLysis Toolkit (WebGestalt, http://www.webgestalt.org/, Zhang Lab, Baylor College of Medicine, Houston, USA, accessed between 1 March 2022 and 1 October 2022) [45]. Unsupervised hierarchical clustering analysis of normalised counts of AR-regulated genes [46] was completed using Cluster 3.0 (Lawrence Berkeley National Laboratory, Berkeley, USA) [47] and heatmaps generated using Java Treeview (Free Software Foundation Inc., Boston, USA). METTL3-regulated androgen responsive genes were identified using Venny (https://bioinfogp.cnb.csic.es/tools/venny/, accessed between 1 March 2022 and 1 October 2022) by finding unique or overlapping differentially expressed genes in the siSCR Veh vs. R1881 and siMETTL3 Veh vs. R1881 conditions.

### 2.7. Evaluation of Phenotypic Effects

To determine the effect of METTL3 inhibition on proliferation, LNCaP:C4-2 and 22Rv1 PCa cells were plated in phenol-red free RPMI with 10% charcoal-stripped FBS and treated with vehicle (100% DMSO) or 10 μM STM2457 for 3 and 6 days. DNA content was subsequently quantified using the CyQUANT Direct Cell Proliferation Assay (Invitrogen, Waltham, USA) performed following the manufacturer’s instructions, wavelength read (Varioskan Flash plate reader; Thermo Fisher Scientific, Waltham, USA), and the relative DNA content calculated.

To assess in vitro invasion, cell culture inserts (Corning, New York, USA) were coated with Matrigel (Corning, New York, USA) diluted in coating buffer and allowed to set for 24 h at 37 °C. LNCaP:C4-2 and 22RV1 cells were seeded on top of the Matrigel coating in FBS-free, phenol-red-free RPMI-1640 medium. In the well below the insert, phenol-red-free RPMI-1640 medium containing 10% FBS was added to the wells. The cells were then treated with vehicle (100% DMSO) or 10 μM STM2457 and left to incubate for 24 h at 37 °C before fixing and staining invaded cells using methanol and 0.4% crystal violet. Stained cells were imaged using an inverted microscope (Leica, Wetzlar, Germany), the cell number was manually assessed and relative invasion, compared to control treated cell lines, was calculated.

### 2.8. Statistical Analysis

Statistical analysis was carried out using GraphPad Prism (Graphpad Software Inc., San Diego, USA), SPSS v26.0 (IBM, Armonk, USA) statistical software, or VassarStats Website for Statistical Computation (http://vassarstats.net/, accessed between 1 June 2021 nd 1 September 2021). For comparison of two means, *t*-tests were carried out. For comparison of multiple means, a one-way analysis of variance (ANOVA) was performed. The chi-square test (χ2) was performed to analyse relationships between expression and categorical variables. The *p*-values ≤ 0.05 were considered statistically significant.

## 3. Results

### 3.1. Expression of METTL3 in PCa Patients and Cell Lines

Given the important role for m6A in transcription and translation and evidence implicating METTL3 in many cancer types, bioinformatic analyses of publicly available clinical genomic datasets was undertaken to understand the role of METTL3 in PCa. While CNA were rare in primary prostate adenocarcinoma samples (~1% of cases), *METTL3* CNA were more common in metastatic adenocarcinoma samples (~3% of cases), and NEPC (~17% of cases) (Figure 1A). Analysis of *METTL3* mRNA expression alterations revealed that ~32% of adenocarcinoma samples possessed altered *METTL3* mRNA expression, with 79/498 cases (~15%) having low *METTL3* expression, and 85/498 cases (~17%) possessing elevated *METTL3*. For metastatic adenocarcinoma, 27/208 cases (~13%) had low *METTL3* expression and 30/208 cases (~14%) had elevated *METTL3* expression. Strikingly, the NEPC dataset also possessed the highest *METTL3* mRNA alteration frequency at ~59%, with low *METTL3* mRNA expression in 24/49 cases (~49%) and high *METTL3* mRNA expression in 5/49 cases (~10%) (Figure 1B). *METTL3* expression was significantly higher in primary tumour compared to non-malignant prostate tissue (Figure 1C; *p* < 0.0001), and significantly higher in cases with BCR (Figure 1D; *p* < 0.05). *METTL3* was lower in cases with complete or partial remission/response to primary therapy in comparison to cases with stable disease (Figure S10; *p* < 0.01).

To further investigate the expression and clinical relevance of METTL3 in PCa patients, IHC analysis of METTL3 expression in non-malignant and PCa patient samples was performed. A range of staining was observed in the nuclear compartment of prostate glandular cells (Figure 1E–J). Consistent with mRNA expression, METTL3 protein expression was also significantly higher in tumour as compared with non-malignant specimens (Figure 1K and Table S2; *p* < 0.0001).

To assess the translational relevance of PCa cell line models, METTL3 protein expression and sub-cellular localisation were investigated. METTL3 was expressed in both the cytoplasmic and nuclear protein fractions, and the distribution of METTL3 protein between compartments was not altered by androgen (R1881) treatment (Figure 2A). The effect of androgen on METTL3 protein and mRNA expression was next assessed in PCa cell lines. The induction of *KLK3* in the PCa cell lines was confirmed (Figure 2B; *p* < 0.05). *METTL3* mRNA expression was significantly up-regulated by androgen in LNCaP:C4-2, but significantly reduced by androgen in LNCaP and 22Rv1 (Figure 2B; *p* < 0.05). At the protein level, treatment with R1881 in LNCaP led to a reduction of METTL3 protein, but expression remained unchanged in LNCaP:C4-2 and 22Rv1 (Figure 2C). This indicates androgen regulation of *METTL3* expression in PCa cells is cell line and context dependent.

### 3.2. Functional Inhibition of METTL3 Alters PCa Cell Line Transcriptome and Splicing

To understand the role of METTL3 in PCa, the functional effects of pharmacological inhibition of METTL3 was investigated. Experiments were conducted using the recently reported METTL3 inhibitor STM2457 [39] on the LNCaP:C4-2 and 22Rv1 cell lines. RNA-seq was used to analyse the effect of a 48-h STM2457 treatment on these cell lines (Figure 3A,B). In LNCaP:C4-2, STM2457 altered the expression of 3655 genes, with expression of 1499 genes reduced by STM2457 and 2156 genes up-regulated (Figure 3A and Table S3). In 22Rv1, STM2457 regulated 1604 genes, with expression of 611 genes reduced and 993 increased by STM2457 (Figure 3B and Table S3). Interestingly, 156 genes were commonly down-regulated, and 423 genes were commonly up-regulated by STM2457 in LNCaP:C4-2 and 22Rv1. Despite the large number of DEGs, few KEGG pathways were found to be enriched with up- or down-regulated genes with STM2457 treatment (Figure 3A,B and Table S4).

Given the evidence that m6A plays a role in regulating splicing, the effect of METTL3 inhibition on genome wide splicing in STM2457 treated LNCaP:C4-2 and 22Rv1 cells was investigated. METTL3 inhibition by STM2457 induced 5461 and 4476 significant differential splicing events, affecting 2947 genes and 2591 genes, respectively, in LNCaP:C4-2 (Figure 3C,E and Table S5) and 22Rv1 (Figure 3D,F and Table S6). Whilst all five splicing types (alternative 5′ and 3′ splice site, mutually exclusive exons, skipped exons and retained introns) were identified, the majority of splicing events in both cell lines were skipped exon events (Figure 3C–F). Interestingly, pathway analysis revealed that the identified DSGs in 22Rv1 with METTL3 inhibition were significantly enriched in pathways such as Fanconi anemia pathway, metabolic pathways, base excision repair, aminoacyl-tRNA biosynthesis, and RNA degradation (Figure 3D and Table S6). No pathways were significantly enriched with spliced genes following STM2457 treatment in LNCaP:C4-2 (Figure 3C and Table S5). Notably, splicing of 994 genes (21.9%) was commonly altered in STM2457 treated LNCaP:C4-2 and 22Rv1, suggesting that many of the DSGs are cell line dependant. The effect of the STM2457 on *AR* transcript expression in 22Rv1 was examined (Figure 3G). Significant alterations of differential splicing, both mutual exclusive exon and skipped exon splicing events, including affecting the cryptic exon (CE) associated with *AR-v7* (NM_ 001348061) was observed. In agreement with this, treatment of 22Rv1 with STM2457 resulted in a decrease in the protein expression of AR variants (ARvs), thereby increasing the ratio of AF-FL to ARvs. This shows that inhibition of METTL3 methyltransferase function results in changes in DEGs and DSGs through either direct or indirect regulation by METTL3.

Next, the effect of the STM2457 METTL3 inhibitor on PCa cell proliferation and invasion was investigated. STM2457 reduced proliferation of both LNCaP:C4-2 and 22Rv1 over 6 days (Figure 3H,I). However, whilst STM2457 had no significant effect on LNCaP:C4-2 invasion, METTL3 inhibition by STM2457 enhanced 22Rv1 invasion (Figure 3J,K). Thus, METTL3 inhibition affects both PCa cell proliferation and invasion.

### 3.3. Depletion of METTL3 Alters the Androgen-Regulated PCa Transcriptome and Splicing

Next, siRNA-mediated functional depletion of *METTL3* was conducted to determine its role in the androgen-regulated transcriptome and splicing in PCa cells. Knockdown of *METTL3* using siRNA was conducted to analyse the basal (vehicle) and androgen-regulated transcriptome (R1881) in LNCaP:C4-2 and 22Rv1. 

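The knockdown experiment comprised 24 RNA-seq libraries, 3 for each of 8 conditions given by 2 cell lines, 2 siRNA pools and 2 treatments. Cells received a pool of siRNAs against METTL3 (siMETTL3) or a non-targeting pool (siSCR). After 48 h they were transfected again and given the synthetic androgen R1881 at 1 nM or ethanol as vehicle for 72 h. The authors counted sequenced fragments on the 60675 genes of Ensembl release 83 with featureCounts and deposited the counts without normalization. Each library held between 15716224 and 21306019 counted fragments, with group medians from 16725993 (22Rv1, siMETTL3, R1881) to 19210391 (LNCaP:C4-2, siMETTL3, R1881). At these depths 3 counts, taken here as the smallest readable signal, equalled 0.191 CPM (counts scaled to a common library total) in the smallest library and 0.141 in the largest. This floor covers counting error only. The 12 libraries of a cell line were normalized by the TMM method and fitted together with a mean per condition. Genes were taken as differentially expressed (DEGs) at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment together with a change of at least 1.5-fold, the paper's thresholds. The filter on low counts left 16435 genes in LNCaP:C4-2 and 17865 in 22Rv1.
Replicates carry the numbers 1 to 3, and the paper's text does not say whether libraries with the same number were prepared together. After the mean of each condition was subtracted, libraries of different conditions with the same number had a mean correlation across genes of −0.0119 in LNCaP:C4-2 and −0.0120 in 22Rv1 over 18 pairs each, and genes are not independent replicates. Libraries were analysed unpaired, and values with the replicate number as a block are given beside the unpaired ones. In counts simulated at these depths with 200 genes changed by 1 log2 unit, the knockdown test recovered 86.5% of them in LNCaP:C4-2 and 92.5% in 22Rv1. The test of a difference between the R1881 responses under the 2 siRNA pools recovered 66% and 76.5%. The changed genes had a mean of at least 1 CPM. Genes varied independently in these simulations, without differences shared by the genes of a library, so the rates may be too favourable for the real libraries.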

Knockdown of *METTL3* at the mRNA and protein levels was confirmed (Figure 4A,C) and samples were analysed by RNA-seq and rMATs to identify DEGs, DSGs, and pathways enriched with regulated genes.

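METTL3 lies on the minus strand of chromosome 14 of GRCh38 from 21498133 to 21511375. In vehicle-treated LNCaP:C4-2 its mRNA was 27.0 ± 2.07 CPM with siSCR and 17.7 ± 1.26 CPM with siMETTL3 (mean ± SD, 3 libraries each). This log2 fold change of −0.61 had a standard error of 0.11 and an adjusted p of 0.0127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With R1881 the means were 31.2 ± 2.64 and 21.1 ± 0.371 CPM, a log2 fold change of −0.57 (standard error 0.11, adjusted p = 0.0256 from the same edgeR test). In 22Rv1 METTL3 was 49.7 ± 0.726 CPM with siSCR and 26.8 ± 0.621 CPM with siMETTL3 in vehicle, a log2 fold change of −0.89 (standard error 0.08, edgeR adjusted p = 1.48e-06). With R1881 it was 54.0 ± 1.75 and 23.8 ± 2.07 CPM, a log2 fold change of −1.18 (standard error 0.08, edgeR adjusted p = 1.29e-08). The mean in CPM changed by −34.6% and −32.6% in LNCaP:C4-2 and by −46.1% and −56.0% in 22Rv1. In each of the 4 comparisons every siMETTL3 library was below every siSCR library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).
With each library left out in turn, the log2 fold change in LNCaP:C4-2 stayed between −0.66 and −0.55 in vehicle and between −0.65 and −0.52 with R1881, and in 22Rv1 between −0.91 and −0.87 and between −1.26 and −1.14. In LNCaP:C4-2 the edgeR adjusted p exceeded 0.05 in 3 of the 6 fits in vehicle (up to 0.0982) and in 5 of the 6 with R1881 (up to 0.162). With the replicate number as a block, the edgeR adjusted p in LNCaP:C4-2 with R1881 was 0.0706 (0.000151 to 0.0706 over the alternatives that keep all libraries). The alternative that moved METTL3 most was an offset for GC content, which gave −0.38 for the same comparison. The knockdown in vehicle did not differ detectably between the cell lines (difference in log2 fold change −0.30, edgeR adjusted p = 0.353).

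**Figure D1:**
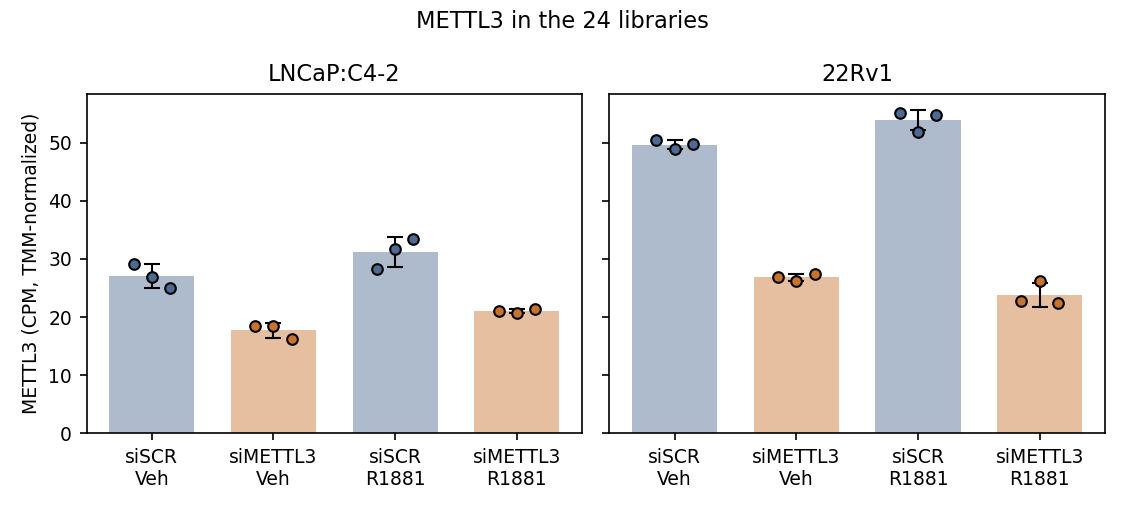
METTL3 mRNA in CPM (TMM-normalized, linear axis from 0) in LNCaP:C4-2 and 22Rv1, by siRNA pool and treatment. Points are the 24 libraries, bars the mean of 3 libraries and error bars their SD, and in each cell line and treatment the 3 siMETTL3 points sit below the 3 siSCR points.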

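In vehicle-treated LNCaP:C4-2, 197 of the 16435 genes tested were DEGs between siMETTL3 and siSCR, 136 higher and 61 lower with siMETTL3. At an unadjusted p under 0.05 there were 2636 genes, where 822 would be expected by chance. Other groupings of the same 6 libraries gave as many as 3013. This excess alone thus does not show an effect of the knockdown. With the replicate number as a block there were 181 DEGs (131 higher, 50 lower), and with DESeq2 350 (248 higher, 102 lower). Over all alternatives the number ran from 0, with the 1.5-fold threshold inside the test, to 464, without the filter on low counts. With each of the 6 libraries left out in turn, the number of DEGs ran from 0 to 339. In vehicle-treated 22Rv1, 36 of 17865 genes were DEGs, 11 higher and 25 lower, with 2604 genes at an unadjusted p under 0.05 and 893 expected by chance. Other groupings of these 6 libraries gave as many as 5143 such genes, so here too the excess alone shows no knockdown effect. There were 29 DEGs (7 higher, 22 lower) with the block and 42 with DESeq2, and from 15 to 228 with each library left out in turn.
Among the LNCaP:C4-2 DEGs with a mean of at least 1 CPM over the 12 libraries, the largest changes in the same direction in all 3 same-numbered pairs were those of FOS, CCDC141, SCNN1B, SCNN1G and GDF15. FOS rose from 0.670 ± 0.319 CPM with siSCR to 4.77 ± 2.24 CPM with siMETTL3 (SD, 3 libraries each), a log2 fold change of 2.80 (standard error 0.55, adjusted p = 0.0211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of SCNN1B, SCNN1G and GDF15 were 2.14, 1.96 and 1.79 (edgeR adjusted p = 0.02, 0.00977 and 0.0161). The siMETTL3 libraries held 1 count each of CCDC141, which was at least 1.20 log2 units lower (edgeR adjusted p = 0.0423, and 0.0189 to 0.0566 over the alternatives, with 0.0534 under the block). With each library left out in turn, CCDC141 did not pass in 6 of 6 fits (edgeR adjusted p 0.0587 to 0.202), and FOS, SCNN1B, SCNN1G and GDF15 did not in 3 of 6 each (edgeR adjusted p up to 0.147, 0.117, 0.0761 and 0.114). In 22Rv1 they were TMEM123, ADAMTS9, VDAC2P5 (a pseudogene), PM20D2 and GNB1. The edgeR adjusted p of VDAC2P5 was 0.0376, with 0.0613 under the block and 0.00527 to 1 over the alternatives, of which 3 of 10 did not pass, nor did 5 of 6 fits with a library left out. That of ADAMTS9 was 0.0278, with 0.0443 under the block and 0.000447 to 1 over the alternatives, of which 2 of 9 did not pass, nor did 4 of 6 fits with a library left out. TMEM123 fell from 194 ± 29.0 to 73.8 ± 11.2 CPM and GNB1 from 349 ± 6.58 to 168 ± 5.81 CPM (SD, 3 libraries each). Their log2 fold changes were −1.39 and −1.06 (edgeR adjusted p = 3.74e-08 and 1.91e-09), and the 3′ untranslated region of each holds 1 copy of the 7-base site CCGTACT, which was chosen because it marked the strongest fall in this same comparison.
The cell lines shared 5 DEGs in vehicle, all lower with siMETTL3, namely METTL3, AASDHPPT, RRP1B, VASH2 and ENSG00000256304, an unnamed gene on chromosome 12 that falls outside the naming rule and was picked after its values were seen. AASDHPPT, RRP1B and VASH2 were also lower with siMETTL3 under R1881 in both lines. In vehicle the log2 fold change of RRP1B, which has 1 CCGTACT site in its 3′ untranslated region, was −0.77 in LNCaP:C4-2 (standard error 0.10, edgeR adjusted p = 0.00536) and −0.88 in 22Rv1 (standard error 0.09, edgeR adjusted p = 3.87e-06). AASDHPPT and VASH2, without the site, had −0.70 and −0.72 in LNCaP:C4-2 (edgeR adjusted p = 0.0113 and 0.015) and −0.78 each in 22Rv1 (edgeR adjusted p = 0.000405 and 0.0417). VASH2 in 22Rv1 was past the threshold in 7 of 10 alternatives (edgeR or DESeq2 adjusted p 0.0132 to 0.225). With a library left out in vehicle, AASDHPPT in LNCaP:C4-2 and VASH2 in each line did not pass in 3 of 6 fits, and RRP1B in LNCaP:C4-2 in 1 of 6. In LNCaP:C4-2 with R1881, RRP1B and VASH2 did not pass in 4 of 6 such fits (edgeR adjusted p up to 0.0921 each). AASDHPPT did not in 1 of 6 (edgeR adjusted p up to 0.0699).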

*METTL3* knockdown was associated with a limited number of unique and common DEGs in vehicle treated LNCaP:C4-2 and 22Rv1 cells (Figure S11A,B and Table S7). Given the limited number of identified METTL3-regulated genes, no significantly enriched pathways were identified in 22Rv1 (Figure S11B and Table S8). However, METTL3-regulated genes in the LNCaP:C4-2 basal transcriptome were associated with pathways linked to MAPK signalling, HIF-1 signalling, drug metabolism, and steroid hormone biosynthesis (Figure S11A and Table S8). 

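Pathways were tested here with 11 gene lists written by hand, since the KEGG sets were not used here. They cover androgen response, m6A machinery, DNA replication, cell cycle, glycolysis and HIF-1 targets, immediate early and feedback genes of MAPK signalling, UDP-glucuronosyltransferases, fatty acid metabolism, axon guidance, extracellular matrix and focal adhesion, and the RT-qPCR reference genes GAPDH and ACTB. Each list was tested over all its expressed genes, not over DEGs alone, with the directional rotation test fry (two-sided) and Benjamini-Hochberg adjustment over the 11 lists. In vehicle-treated 22Rv1, 0 lists passed an adjusted p of 0.05, with and without the replicate number as a block and in every alternative. The lowest adjusted p was 0.187, for 2 lists with an unadjusted p under 0.05. One was the UDP-glucuronosyltransferases (median log2 fold change −0.36, 8 of 8 genes lower with siMETTL3, unadjusted p = 0.0233). The other was the m6A machinery, which contains METTL3 itself (unadjusted p = 0.0339). Its median log2 fold change was −0.0049 with 9 of 15 genes lower, and with scaling by library size alone the median was 0.014 with 7 of 15 lower.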

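In vehicle-treated LNCaP:C4-2, 6 of the 11 gene lists passed an adjusted p of 0.05 (fry test, two-sided), and 7 did with the replicate number as a block. The glycolysis and HIF-1 list had a median log2 fold change of 0.61, and all 28 of its genes were higher with siMETTL3 (adjusted p = 0.00896, and 0.00574 with the block). Under the alternatives its adjusted p ran from 0.00384 to 0.022, and with each library left out its median ran from 0.55 to 0.72. Its genes include PFKFB4, VEGFA and SLC2A1, with log2 fold changes of 1.23, 1.01 and 0.61 (adjusted p = 0.00946, 0.0228 and 0.0205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a library left out, each of these genes did not pass in 3 of 6 fits (edgeR adjusted p up to 0.0671, 0.154 and 0.138). SLC2A1 also did not pass in 1 of 10 alternatives (adjusted p = 0.0529). The MAPK list had a median of 0.38 with 16 of 22 genes higher (adjusted p = 0.0245, and 0.0213 with the block), and its adjusted p exceeded 0.05 in 3 of the 6 fits that left out a library. The UDP-glucuronosyltransferase list, whose enzymes act in drug and steroid hormone metabolism, had a median of −1.14 with 7 of 7 genes lower (adjusted p = 0.00896, and 0.00574 with the block). Its direction was the same under TMM, RLE and library-size scaling. UGT2B28 and UGT2B11 fell by 1.49 and 1.14 on the log2 scale (edgeR adjusted p = 0.0181 and 0.025). With a library left out, each did not pass in 3 of 6 fits (edgeR adjusted p up to 0.114 and 0.154). UGT2B15, UGT2B17 and UGT2B10 fell by 1.05, 0.76 and 1.28 and did not pass in the unpaired fit (edgeR adjusted p = 0.0613, 0.07 and 0.112). With the block the adjusted p was 0.0213 for UGT2B15, 0.0393 for UGT2B17 and 0.0947 for UGT2B10. Over the alternatives UGT2B15 and UGT2B17 passed in 5 of 10 each (adjusted p 1.58e-13 to 0.0713 and 0.000245 to 0.0744) and UGT2B10 in 3 of 10 (1.79e-05 to 0.111). With a library left out, UGT2B15, UGT2B17 and UGT2B10 did not pass in 6 of 6 fits (lowest edgeR adjusted p 0.066, 0.0665 and 0.127). These genes are close paralogs, and the counting left out fragments that aligned to several places, so the split between them is uncertain. The other lists that passed were fatty acid metabolism (median 0.034), extracellular matrix and focal adhesion (0.15), and the 2 reference genes (0.20).
The glycolysis and HIF-1 list differed from 22Rv1 in a test of the difference between cell lines (median difference −0.62, 27 of 28 genes with the smaller effect in 22Rv1, adjusted p = 0.00573). With R1881, its median in LNCaP:C4-2 was 0.14 with 19 of 28 genes higher (adjusted p = 0.58). The interaction of R1881 and siMETTL3 for this list had a median of −0.56 with 25 of 28 genes lower and did not pass (adjusted p = 0.101). With siSCR, R1881 against vehicle gave this list a median of 0.59. That response, the rise with siMETTL3 in vehicle and the interaction all use the 3 siSCR vehicle libraries, so they are not independent results.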

A larger number of DSGs on the basal transcriptome were identified than DEGs following *METTL3* knockdown, and pathways enriched with spliced genes were associated with metabolism and autophagy (Figure S11C–F, Tables S9 and S10).

As androgens and AR signalling are critical in PCa initiation and progression, the effect of siRNA-mediated *METTL3* depletion on the androgen-induced transcriptome was examined in LNCaP:C4-2 and 22Rv1 cells. The effect of METTL3 depletion on androgen-regulated gene expression and splicing was determined (Figure 4 and Figure 5). This approach enabled the identification of METTL3-sensitive, androgen-regulated genes in LNCaP:C4-2 and 22Rv1 (Figure 4B,D).

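Known androgen-induced genes show the size of the response to R1881 under each siRNA pool. In LNCaP:C4-2 with siSCR, KLK3 rose from 18.5 ± 3.07 CPM in vehicle to 313 ± 25.5 CPM with R1881 (SD, 3 libraries each), a log2 fold change of 4.08 (standard error 0.13, adjusted p = 9.19e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With siMETTL3 the log2 fold change of KLK3 was 3.93, and the interaction of R1881 and siMETTL3 was −0.15 (edgeR adjusted p = 0.695). TMPRSS2 rose by 4.26 with siSCR and 3.82 with siMETTL3 (interaction −0.45, edgeR adjusted p = 0.495). FKBP5 rose by 3.49 and 3.44, with an interaction of −0.054 that changed sign under 3 alternatives (edgeR adjusted p = 0.862).
In 22Rv1, FKBP5 rose by 3.33 with siSCR and 3.21 with siMETTL3 (edgeR adjusted p = 2.26e-19 and 4.28e-19). KLK3 did not change detectably, with log2 fold changes of −0.015 and −0.055 (edgeR adjusted p = 0.954 and 0.816), and neither did TMPRSS2, with −0.40 and −0.17 (edgeR adjusted p = 0.1 and 0.478).
The list of 25 androgen-response genes had a median log2 fold change of 3.26 with siSCR and 3.23 with siMETTL3 in LNCaP:C4-2, with 25 of 25 genes higher in both (fry test, two-sided, adjusted p = 7.32e-10 and 1.31e-09, and 4.54e-09 and 7.82e-09 with the replicate number as a block). Its interaction had a median of −0.15 with 20 of 25 genes lower (adjusted p = 0.176). In 22Rv1 the median was 0.45 with siSCR and 0.37 with siMETTL3, with 16 of 23 genes higher in both (adjusted p = 1.36e-06 and 1.83e-06, and 4.15e-05 and 4.9e-05 with the block), and the interaction was −0.080 (adjusted p = 0.628).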

In LNCaP:C4-2, 2456 genes were differentially regulated by androgen (Figure 4E and Table S11). 

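In the counts analysed here, R1881 changed 2484 of the 16435 genes tested in LNCaP:C4-2 with siSCR, 1215 higher and 1269 lower. There were 2381 (1190 higher, 1191 lower) with the replicate number as a block and 2456 with DESeq2. With each library left out in turn the number ran from 2038 to 2464. The requirement on the fold change moved the count most, to 4081 genes without it and to 1014 with the 1.5-fold threshold inside the test. At an unadjusted p under 0.05 there were 5937 genes.
Of the DEGs with a mean of at least 1 CPM and the same direction in all 3 same-numbered pairs, several with the largest changes were at or under the floor of 3 counts in every vehicle library, so their folds are lower bounds. SLC2A3 and SLC26A3 had 0 counts in the 3 vehicle libraries and were at least 6.05 and 5.10 log2 units higher with R1881 (adjusted p = 5.5e-08 and 1.13e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CHRNA2 and PLA2G4E were at least 6.65 and 4.42 log2 units higher (edgeR adjusted p = 2.97e-10 and 6.11e-07). STEAP4 was at least 3.94 log2 units higher with siSCR and at least 2.97 higher with siMETTL3. The vitamin D binding protein gene, GC, was at least 6.94 log2 units lower, from 18.7 ± 2.88 CPM in vehicle (SD, 3 libraries) to at most 2 counts in a library with R1881 (edgeR adjusted p = 2.97e-10). With siMETTL3 the largest changes by the same rule included PNLIPRP3, NBL1, ORM1 and AQP4-AS1, at least 4.46, 5.79, 3.35 and 3.56 log2 units higher with R1881, and each was also a DEG in the same direction with siSCR.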

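The response to R1881 in LNCaP:C4-2 was computed separately under each siRNA pool, and the DEGs were overlapped by direction. With siMETTL3, R1881 changed 1747 genes (836 higher, 911 lower), of which 1278 were also DEGs in the same direction with siSCR (651 higher, 627 lower). Of the DEGs found with siSCR, 1206 (48.6%, 95% Wilson interval 46.6% to 50.5%) were not DEGs in the same direction with siMETTL3 (1 of them was a DEG in the opposite direction), made up of 564 of the 1215 higher genes and 642 of the 1269 lower genes. The Wilson interval leaves out the spread between libraries. The share was 48.0% (1142 genes) with the replicate number as a block and 49.2% (1209 genes) with DESeq2, and it ran from 41.4% to 54.2% with each library left out in turn. The interaction of R1881 and siMETTL3, taken as the definition in place of the overlap, passed in 0% of the siSCR DEGs.
Among the 1206 genes, 1082 (89.7%) changed in the same direction with siMETTL3, 192 had an adjusted p under 0.05 there and 202 reached a 1.5-fold change there. Their median absolute log2 fold change was 0.82 with siSCR, and 0.36 in that direction with siMETTL3. The 1206 were chosen for passing with siSCR and not with siMETTL3, so part of this difference follows from the choice. The genes shared by both pools had a median of 1.38 with siSCR.
The interaction asks for each gene whether the response to R1881 differed between siSCR and siMETTL3. It passed an adjusted p of 0.05 in 0 of 16435 genes (lowest adjusted p = 0.0673 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 it held 2037 genes, where 822 would be expected by chance, and 499 of them were among the 1206. With siRNA labels exchanged in some but not all same-numbered pairs of both treatments, as many as 3567 genes did. This excess alone thus does not show a difference, and the 1206 were chosen in a way that favours a low interaction p. With DESeq2, 56 genes passed (13 higher, 43 lower), and with the block 0. Adjusted within the 2484 genes alone, 30 passed, and 1 did with the block. The 2484 were chosen by the siSCR response, which is part of the interaction, so this adjustment does not hold false calls at the threshold. Across the 2952 genes that were DEGs under either pool, the total least squares slope through 0 of the siMETTL3 response on the siSCR response was 0.87 (95% bootstrap interval over genes 0.84 to 0.90, from 1000 draws). This interval leaves out the spread between libraries, and the genes were chosen by these same responses. A slope under 1 is thus no test of a weaker response.

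**Figure D2:**
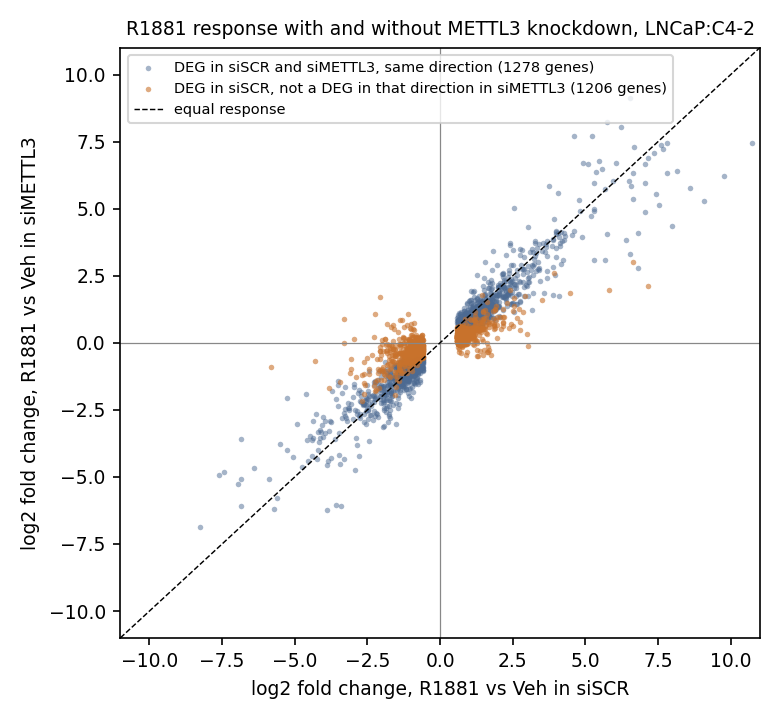
Log2 fold change with R1881 against vehicle in LNCaP:C4-2 with siMETTL3 (vertical axis) against the same with siSCR (horizontal axis), one point per DEG of the siSCR comparison. Blue points are the 1278 genes changed in the same direction under both siRNA pools, orange points the 1206 siSCR DEGs that are not DEGs in that direction with siMETTL3, and most orange points lie between 0 and the dashed line of equal response. The way the orange genes were chosen favours this position.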

Of these 2456 androgen-regulated genes, the expression of 1207 genes (49.1%) were also dependent upon METTL3 (Figure 4B,E,G,I and Table S11). 

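In 22Rv1 with siSCR, R1881 changed 2471 of 17865 genes, 749 higher and 1722 lower, with 7617 genes at an unadjusted p under 0.05. There were 2418 (737 higher, 1681 lower) with the replicate number as a block and 2272 with DESeq2. With siMETTL3, 2406 genes changed (746 higher, 1660 lower), and 1713 were shared in direction with siSCR (506 higher, 1207 lower). The remaining 758 DEGs of the siSCR comparison (30.7%, 95% Wilson interval 28.9% to 32.5%) were not DEGs in that direction with siMETTL3, where 1 was a DEG in the opposite direction. This share was 30.9% (746 genes) with the block and 31.4% (714 genes) with DESeq2, and it ran from 24.8% to 40.1% with each library left out in turn. Of the 758 genes, 712 (93.9%) changed in the same direction with siMETTL3, and over all 758 the median absolute log2 fold change was 0.80 with siSCR, and the median in that direction 0.46 with siMETTL3. The 758 too were chosen for not passing with siMETTL3, which favours the smaller value there. The slope of the siMETTL3 response on the siSCR response over 3163 genes was 0.97 (95% bootstrap interval 0.95 to 0.99). Neither this interval nor that of the share covers the spread between libraries, so the slope is no test of a weaker response.
The interaction of R1881 and siMETTL3 passed an adjusted p of 0.05 in 3 genes, all with a smaller rise under siMETTL3 and all DEGs in both responses, and 1101 genes had an unadjusted p under 0.05 where 893 would be expected by chance. With siRNA labels exchanged in some but not all same-numbered pairs of both treatments, as many as 3099 genes had such a p. AGR2 rose by 1.60 with siSCR and 0.85 with siMETTL3, a difference of −0.75 (standard error 0.10, adjusted p = 0.00265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IGFBP3 rose by 1.39 and 0.62, a difference of −0.77 (standard error 0.11, edgeR adjusted p = 0.00265). AKAP12 rose by 4.40 and 3.68, a difference of −0.72 (standard error 0.12, edgeR adjusted p = 0.0275). AKAP12 did not pass with an offset for gene length (adjusted p = 0.126, and 5.93e-06 to 0.126 over its alternatives) or in 7 of the 12 fits that left out a library. The block also gave 3 genes.
Among the largest changes by R1881 with siSCR, sucrase-isomaltase (SI) was at least 3.56 log2 units lower with R1881, with 0 counts in the 3 R1881 libraries (edgeR adjusted p = 1.5e-07). GC changed by −5.19 on the log2 scale (edgeR adjusted p = 1.79e-16).

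**Figure D3:**
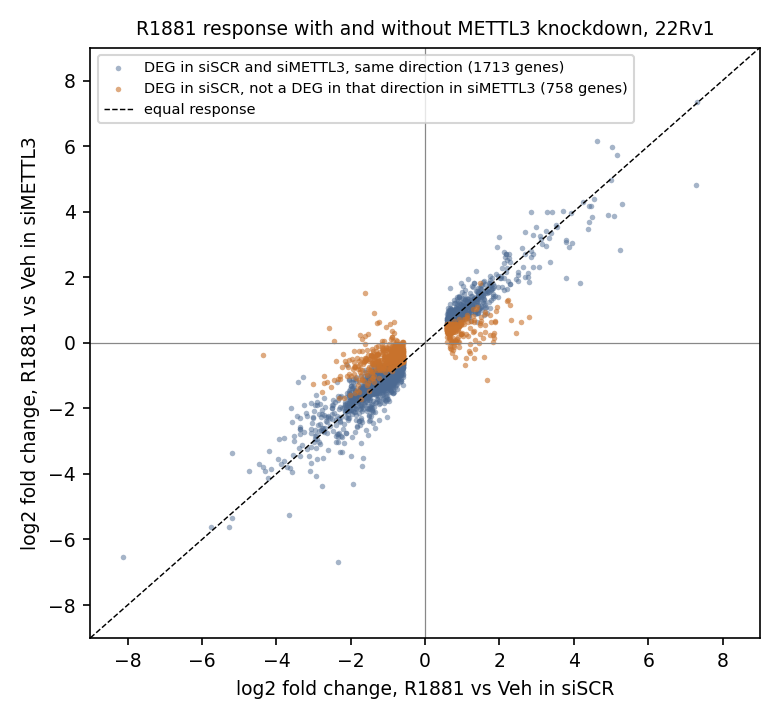
Log2 fold change with R1881 against vehicle in 22Rv1 with siMETTL3 (vertical axis) against the same with siSCR (horizontal axis), one point per DEG of the siSCR comparison. Blue points are the 1713 genes changed in the same direction under both siRNA pools, orange points the 758 siSCR DEGs that are not DEGs in that direction with siMETTL3, and the dashed line marks an equal response.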

In 22Rv1, which expresses AR variants such as ARv7, 2278 androgen-regulated genes were identified (Figure 4F and Table S13), of which 720 genes (31.6%) required METTL3 (Figure 4F,H,J and Table S13). Pathway analysis identified that networks including metabolic pathways, focal adhesion, and axon guidance pathways were commonly regulated by androgen in both LNCaP:C4-2 and 22Rv1 (Tables S12 and S14). 

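The same hand-written gene lists were tested for R1881 against vehicle with siSCR (fry test, two-sided). In 22Rv1 the axon guidance list had a median log2 fold change of −0.47 with 52 of 60 genes lower (adjusted p = 2.13e-05, and 7.19e-05 with the replicate number as a block). The extracellular matrix and focal adhesion list had −0.38 with 47 of 66 genes lower (adjusted p = 0.000101, and 0.000401 with the block). In LNCaP:C4-2 the medians of these 2 lists were −0.22 with 32 of 51 genes lower and −0.17 with 37 of 59 lower, and neither passed (adjusted p = 0.0825 for each, and 0.125 for each with the block). Over the alternatives the adjusted p in LNCaP:C4-2 ran from 0.0017 to 0.196 for axon guidance and from 0.00381 to 0.413 for focal adhesion. The difference between the cell lines had an adjusted p of 0.00143 for axon guidance (median −0.29) and 0.164 for focal adhesion (median −0.27). Of metabolic pathways, fatty acid metabolism had a median of 0.37 with 19 of 30 genes higher in LNCaP:C4-2 (adjusted p = 2.75e-07, and 8.27e-07 with the block). In 22Rv1 its median was −0.048 with 17 of 32 genes lower (adjusted p = 0.0429, and 0.0731 with the block), and it did not pass in 5 of 9 alternatives (adjusted p 0.0125 to 0.432). With siMETTL3 the axon guidance list in 22Rv1 had a median of −0.39 and the focal adhesion list −0.45 (adjusted p = 6.45e-05 and 7.78e-05, and 0.000167 and 0.000322 with the block).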

Interestingly, a number of pathways were only enriched when METTL3 was depleted, whilst others required METTL3 for androgen regulation, suggesting that METTL3 may regulate a subset of androgen regulated transcription (Figure 4I, Tables S12 and S14).

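In LNCaP:C4-2, 5 of the 11 lists passed the threshold for R1881 under siSCR and not under siMETTL3, namely DNA replication, cell cycle, glycolysis and HIF-1, MAPK and the UDP-glucuronosyltransferases. With siSCR the DNA replication list had a median log2 fold change of −0.46 with 31 of 35 genes lower (fry test, two-sided, adjusted p = 0.00631, and 0.00215 with the replicate number as a block). With siMETTL3 its median was −0.27 with 29 of 35 lower (adjusted p = 0.0838), and it passed with the block (adjusted p = 0.0492, and 0.0312 to 0.142 over the alternatives). The interaction for this list, which tests the difference between the siRNA pools, had a median of 0.19 with 31 of 35 genes higher and an adjusted p of 0.338 (0.156 with the block, and 0.0846 to 0.445 over the alternatives). The cell cycle list had medians of −0.45 with 28 of 30 genes lower with siSCR (adjusted p = 0.0079, and 0.00355 with the block) and −0.29 with 27 of 30 lower with siMETTL3 (adjusted p = 0.0838, and 0.0525 with the block). Its interaction had a median of 0.19 with 20 of 30 genes higher (adjusted p = 0.382, and 0.216 with the block). The glycolysis and HIF-1 list had a median of 0.59 with siSCR (24 of 28 genes higher, adjusted p = 0.00631) and of 0.060 with siMETTL3, or −0.021 with scaling by library size alone (16 of 28 genes higher with TMM scaling, adjusted p = 0.519). The MAPK list had 0.43 and 0.42 (adjusted p = 0.0111 and 0.0838) and the UDP-glucuronosyltransferases −1.48 and −0.91 (adjusted p = 0.0275 and 0.477). The interactions of these 3 lists did not pass (adjusted p = 0.101, 0.434 and 0.338). For each list, the R1881 response with siSCR and the siMETTL3 effect in vehicle share the 3 siSCR vehicle libraries, so these are not independent.
Over all 11 lists the interaction passed in 0, in LNCaP:C4-2 and in 22Rv1, with 3 lists at an unadjusted p under 0.05 in LNCaP:C4-2 and 0 in 22Rv1. The 0 in LNCaP:C4-2 was not stable. With the block 1 list passed, 7 of the 8 alternatives gave 1 or 2 lists, and 8 of the 12 fits that left out a library did too. In 22Rv1 0 passed with the block. In 22Rv1 the DNA replication list rose, with a median of 0.15 and 27 of 35 genes higher with siSCR (adjusted p = 0.00132, and 0.00303 with the block). From pathways enriched under only 1 of the 2 siRNA pools, the paper proposes that METTL3 may regulate a subset of androgen regulated transcription.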

Next, the role of METTL3 in androgen-regulated alternative splicing was investigated. In LNCaP:C4-2, a total of 4660 alternative splicing events (with 2648 genes associated with these events) were induced by androgen, whereas only 3103 events (with 1983 genes associated with these events) were induced by androgen with *METTL3* depletion (Figure 5A–D, Tables S15 and S16). Pathway analysis revealed eight pathways that were significantly enriched with genes alternatively spliced with androgen treatment, whereas 32 pathways were identified as significantly enriched with genes differentially spliced with androgen treatment upon *METTL3* depletion (Figure 5A,B, Tables S15 and S16). Many pathways involved in cancer were identified to be enriched by genes when *METTL3* is depleted, including genes involved in the PCa KEGG pathway, such as *TMPRRS2* and *KLK3*. This suggests that METTL3 regulates the normal splicing and function of cancer-associated genes.

In 22Rv1, 3733 alternative splicing events were induced by androgen (with 2371 genes associated with these events), whereas only 3231 alternative splicing events (2087 genes associated with these events) were induced with androgen in cells with *METTL3* depletion (Figure 5E–H, Tables S17 and S18). Pathway analysis revealed three pathways that were significantly enriched with genes alternatively spliced with androgen treatment, whereas five pathways were significantly enriched with genes differentially spliced with androgen treatment upon *METTL3* depletion (Figure 5E,F, Tables S17 and S18). There was no overlap in the significantly enriched pathways with or without *METTL3* knockdown.

## 4. Discussion

The METTL3 RNA-m6A methyltransferase has been reported to be involved in the development and progression of many cancer types, including PCa [26,27,28,29,30,49,50,51]. This study aimed to investigate the functional and clinical relevance of METTL3 in PCa patients and cell lines. Additionally, this study addressed the role of METTL3 in the androgen-regulated transcriptome.

Analysis of publicly available PCa datasets confirmed that *METTL3* copy number and mRNA expression is altered frequently in PCa patients, including in advanced tumour types, supporting a role for METTL3 in PCa progression. The heterogeneity of *METTL3* mRNA expression in PCa patients suggests METTL3 has complex roles in PCa and does not function uniquely as an oncogene or tumour suppressor. Crucially, in the context of METTL3 as a potential therapeutic target, in the sub-set of patients with aggressive disease, *METTL3* mRNA expression was elevated in cases with BCR, and lower in cases with complete or partial remission/response in comparison to cases that exhibited stable disease after primary therapy. This suggests a role for METTL3 in therapy resistance. This is supported by recent studies that show both overall survival and progression-free survival to be significantly worse in PCa patients with high METTL3 expression [26,29,50,51,52]. This study’s findings that higher *METTL3* mRNA expression in primary tumour samples compared to normal prostate tissue, is consistent with recently published studies [27,28,49,53]. Collectively these findings suggest that increased METTL3 expression may play a pro-tumourigenic role in PCa.

Investigation of METTL3 protein expression in non-malignant prostate and PCa specimens identified that METTL3 is expressed in the nuclei of prostate cells in patient specimens. Importantly, METTL3 protein expression was significantly higher in tumour specimens as compared to non-malignant prostate specimens, as previously reported in smaller cohorts [26,50,51]. Whilst the IHC analysis of METTL3 expression in patient specimens indicates that METTL3 is predominantly expressed in the nucleus, METTL3 has also been reported to have both nuclear and cytoplasmic functions [54]. However, the sub-cellular localisation of METTL3 in PCa cells was unknown. To address this, the expression and sub-cellular localisation of METTL3 protein expression was assessed. Interestingly, METTL3 protein is expressed in both the cytoplasm and nucleus of the androgen dependent LNCaP and castrate resistant LNCaP:C4-2, and 22Rv1 PCa cell lines. This study is consistent with previous findings that also observed METTL3 expression in the cytoplasm, suggesting the dynamic RNA-m6A modification can be catalysed on nuclear exported RNA. This also supports reports that METTL3 has an alternative role in translational regulation in the cytoplasm [54]. While the cytoplasmic roles of METTL3 warrant further studies, the focus of this study was on nuclear METTL3 function in the basal and androgen-regulated gene expression and splicing given the crucial role of androgen signalling and AR in prostate carcinogenesis, disease progression and treatment response. Therefore, it is notable that METTL3 expression was androgen-regulated in a cell type specific manner.

The recently reported METTL3 inhibitor, STM2457, has been shown to reduce acute myeloid leukaemia cell proliferation [39]. However, the effect of METTL3 inhibition by STM2457 in PCa remained unknown. This study identified that STM2457 altered expression of a larger number of DEGs as compared with siRNA-mediated *METTL3* depletion. This may be attributable to their distinct mechanisms of action, as STM2457 effects immediate pharmacological inhibition of the METTL3-METTL14 complex, whereas siRNA mediated depletion is achieved over a longer time period. Future studies should address the kinetics of dynamic regulation of transcriptome-wide m6A distribution in response to STM2457. Given that the m6A modification and the associated regulatory proteins, such as YTHDC1, are involved in alternative splicing, the effect of METTL3 inhibition by STM2457 on genome wide alternative splicing was investigated in PCa cell lines, which has not previously been reported [21,22,55]. Inhibition of METTL3 resulted in a large number of differential splicing events, with the majority being skipped exon events. Importantly, significant alterations of differential splicing of AR, including affecting the cryptic exon (CE) associated with *AR-v7* was observed. In agreement with this, treatment of 22Rv1 with STM2457 resulted in a decrease in the protein expression of AR variants (ARvs), thereby increasing the ratio of AF-FL to ARvs, suggesting that METTL3 regulates AR splicing in 22Rv1 cell line. This supports a role for METTL3 in the regulation of splicing of the basal transcriptome in the LNCaP:C4-2 and 22Rv1 PCa cell lines. This shows that inhibition of METTL3 methyltransferase function results in changes in DEGs and DSGs through either direct or indirect regulation by METTL3. Despite METTL3 inhibition inducing many differentially expressed and spliced genes, few statistically significant enriched KEGG pathways were identified. This is consistent with estimates that ~60% of transcripts harbour m6A, therefore pharmacological inhibition of the METTL3-METTL14 complex by STM2457 would induce transcriptome-wide reprograming of expression of m6A-regulated transcripts, rather than affecting specific pathways.

Given that androgen signalling is essential for PCa carcinogenesis, progression, and therapeutic response, and persists in CRPC [56], a comparison of the androgen-induced transcriptome following *METTL3* knockdown was completed to identify genes regulated by both m6A and androgen. This identified a number of significant DEGs regulated by androgen, independent of *METTL3* knockdown in both LNCaP:C-42 and 22Rv1. Interestingly, a number of genes were identified to be uniquely differentially expressed under basal levels of METTL3, suggesting that METTL3 may be required for regulating the expression of these genes. 

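In LNCaP:C4-2, 469 of the 1747 genes changed by R1881 with siMETTL3 (26.8%) were not DEGs in the same direction with siSCR, 185 of them higher and 284 lower. Of the 185 higher genes, 172 were also higher with R1881 under siSCR, and 45 had an unadjusted p under 0.05 for the interaction of R1881 and siMETTL3. In 22Rv1, 693 of 2406 genes (28.8%) were not, 240 higher and 453 lower. Of the 240 higher genes, 218 were also higher with R1881 under siSCR, and 67 had an unadjusted interaction p under 0.05. The interaction passed an adjusted p of 0.05 in 0 of the 469 genes and 0 of the 693, against 130 and 145 at an unadjusted p under 0.05. These genes were chosen for passing with siMETTL3 and not with siSCR, which by itself favours a low unadjusted interaction p.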

Several genes were induced by androgen only in the absence of METTL3. This suggests that either these genes are regulated only by METTL3, or that METTL3 may play a role in impairing the induction of these genes under normal conditions. Further studies are required to address whether METTL3 plays a role in attenuating a subset of androgen regulated genes. In addition to their role in transcriptional regulation, nuclear receptors, including the AR, have been shown to recruit coregulators that influence alternative splicing of target genes [57,58]. This is particularly relevant to PCa where full-length AR and the pathogenic truncated variant AR-v7 regulate distinct splicing networks [59]. Therefore, this study investigated the role of METTL3 on androgen-induced splicing. *METTL3* knockdown resulted in a lower number of androgen-regulated total splicing events, compared with the scramble control. Detailed analysis identified more significantly enriched pathways associated with androgen-regulated differential splicing than DEGs. This supports a role for METTL3 in the regulation of splicing of the basal and androgen-regulated transcriptome. In LNCaP:C4-2 many genes involved in the PCa KEGG pathway, including *KLK3* and *TMPRSS2,* were differentially spliced, further implicating METTL3 in PCa.

While the precise roles of m6A in the regulation of splicing has been controversial [60,61,62], this may reflect differences in biological contexts and experimental models. The complexity of the multifaceted roles of m6A in RNA stability, exon selection and translation is widely accepted [63]. We and others have implicated RNA-m6A methylation as an evolutionary-conserved mechanism involved in the expression and splicing of a subset of key genes in vivo [22,64]. Consistent with this, the accumulation of m6A is implicated in final exon selection [65] and intron/exon inclusion [66]. Furthermore, there is compelling evidence supporting a role for m6A binding proteins in regulation of exonisation and splicing [67,68]. Supporting these findings, this study shows siRNA mediated depletion and pharmacological inhibition of METTL3 had modest effects on differential gene expression, but dramatically alters splicing of many genes. This suggests that targeting METTL3 function may regulate a subset of androgen-regulated transcription and splicing in PCa cells. This is particularly relevant for the treatment of advanced PCa, given the importance of AR [56] and pathogenic AR-variants which cooperate with full-length AR [69] and are key determinants of treatment response [70,71,72].

The effect of STM2457 on PCa cell phenotype was also investigated. STM2457 decreased PCa cell proliferation, which is consistent with the effect of functional depletion of METTL3 identified in previous studies [26,27,29,50,51]. This supports a pro-proliferative role for METTL3 in PCa. However, STM2457 significantly increased in vitro cell invasion in the castrate-resistant and enzalutamide-resistant 22Rv1 cell line which expresses full length AR and AR-variants, but not in the LNCaP:C4-2 castrate-resistant, enzalutamide-sensitive PCa cells which only express full-length AR [73]. This contrasts with previous studies in other PCa cell line models that showed that *METTL3* knockdown reduced invasion [27,50,51]. Given the identification here of pathways enriched with differentially expressed and spliced genes associated with cancer, it is plausible that METTL3 expression is higher in PCa and associated with BCR and therefore such patients may benefit from METTL3 inhibition. Interestingly, differences were identified between the 22Rv1 and LNCaP:C4-2 cell lines. The major clinically relevant differences between these two castrate-resistant PCa cell line models is that 22Rv1, but not LNCaP:C4-2, expresses AR-variants and is enzalutamide resistant. Future preclinical studies should explore whether METTL3 inhibition may be an effective approach to suppress androgen signalling in PCa lacking AR-variant expression. In this way METTL3 inhibition could be therapeutically beneficial for a subset of PCa patients.

## 5. Conclusions

This study identifies a complex but important role for METTL3 in PCa, including in androgen-regulated differential gene expression and splicing. Given the identification of differences in METTL3-regulated differential gene expression and splicing between cell lines, further studies are warranted to explore whether the transcriptome-wide distribution of m6A methylation differs in PCa patients and if this has prognostic value. Such studies would inform on the relevance of therapeutic targeting of METTL3 in preclinical trials for PCa patients.

## Figures and Tables

**Figure 1:**
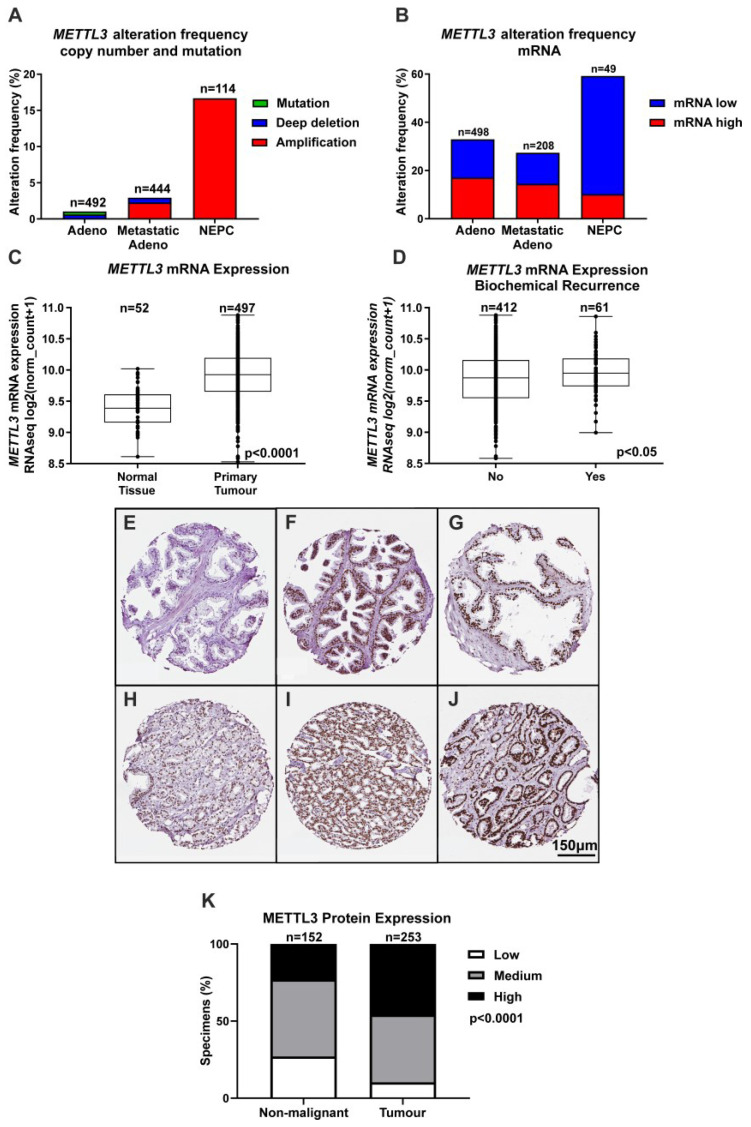
*METTL3* expression in PCa patients. Bioinformatic analysis using multiple PCa datasets from the cBioPortal revealed *METTL3* is altered in PCa (z score threshold ±1) (**A**,**B**). *METTL3* expression was investigated further in normal and primary tumour specimens (**C**) and between patients without or with BCR (**D**) in the TCGA cohort using UCSC Xena. IHC analysis in prostate specimens identified a range of METTL3 protein expression in non-malignant (**E**–**G**) and tumour (**H**–**J**) specimens. A comparison of non-malignant and tumour METTL3 expression identified higher expression in tumour specimens (**K**). Adeno = adenocarcinoma, NEPC = neuroendocrine PCa.

**Figure 2:**
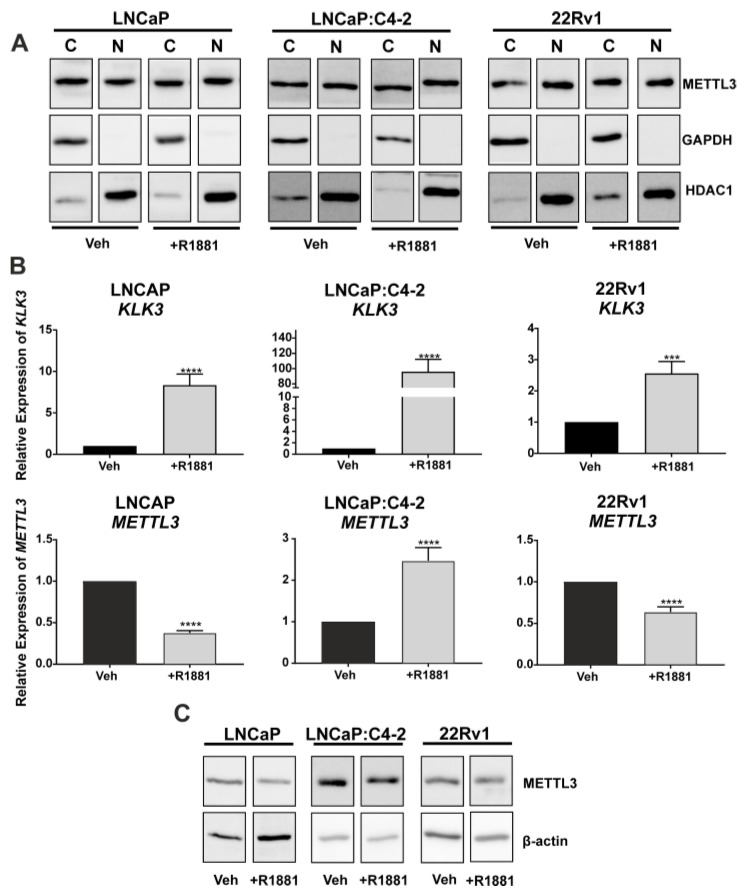
METTL3 expression in PCa cell lines. (**A**) METTL3 protein expression was examined in the nuclear and cytoplasmic compartments of PCa cell lines LNCaP, LNCaP:C4-2, and 22Rv1. Cytoplasmic and nuclear loading controls used were GAPDH and HDAC1, respectively. Androgen regulation of *KLK3* and *METTL3* mRNA (**B**) and METTL3 protein (**C**) expression was analysed. Veh = vehicle, C = cytoplasmic, N = nuclear. *** *p* ≤ 0.001, **** *p* ≤ 0.0001. Molecular weights for proteins are indicated in the full annotated Western blot images (Figures S1–S6).

**Figure 3:**
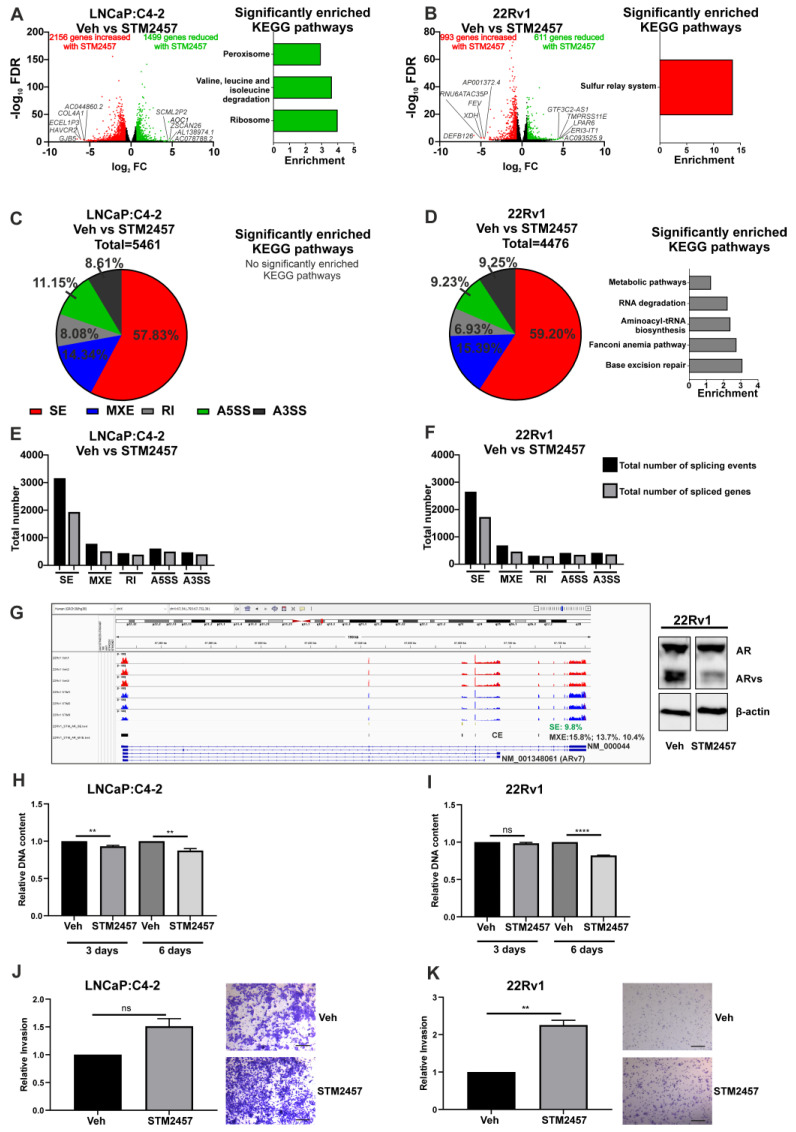
Pharmacological inhibition of METTL3 by STM2457 regulates transcriptional and alternative splicing programmes and cellular phenotype in PCa cell lines. PCa cells treated with STM2457 (10 μM) were analysed by RNA-seq and the DEGs and DSGs determined. The METTL3-regulated differential gene expression and significantly enriched KEGG pathways in LNCaP:C4-2 (**A**) and 22Rv1 (**B**) are shown. Genes with significantly higher expression following METTL3 inhibition are red and genes with significantly lower expression following METTL3 inhibition are green. Non-significantly differentially expressed genes are plotted in black. METTL3-regulated differential splicing events in LNCaP:C4-2 (**C**) and 22Rv1 (**D**) are shown. The total number of significant splicing events and genes in LNCaP:C4-2 (**E**) and 22Rv1 (**F**) are shown. Normalised expression coverage for vehicle (red) and STM2457 (blue) treated 22Rv1 cells is presented using the Integrated Genome Viewer (**G**) [48]. The effect of the STM2457 METTL3 inhibitor on *AR* transcript expression was examined using the rMATs tool. Significant (FDR < 0.05) alterations of differential splicing, both mutual exclusive exon (indicated with black bars, 15.8, 13.7% and 10.4% dPSI) and skipped exon splicing events (9.8% dPSI, green bars), including affecting the cryptic exon (CE) associated with *AR-v7* (NM_001348061) was observed. Treatment of 22Rv1 with STM2457 results in a decrease in the protein expression of AR variants (ARvs) (**G**). The effect of METTL3 inhibition on proliferation (**H**,**I**) and in vitro invasion (**J**,**K**) was also assessed. The scale bar represents 200μm. Significant gene expression: FC ± 1.5 and FDR < 0.05. Significant splicing events: dPSI ≥ 5% and FDR < 0.05. Veh = vehicle, FC = fold-change, FDR = false discovery rate. SE = skipped exon, MXE = mutually exclusive exon, RI = retained intron, A5SS = alternative 5′ splice site, A3SS = alternative 3′ splice site. ** *p* ≤ 0.005, **** *p* ≤ 0.0001. Molecular weights for proteins are indicated in the full annotated Western blot images (Figure S7).

**Figure 4:**
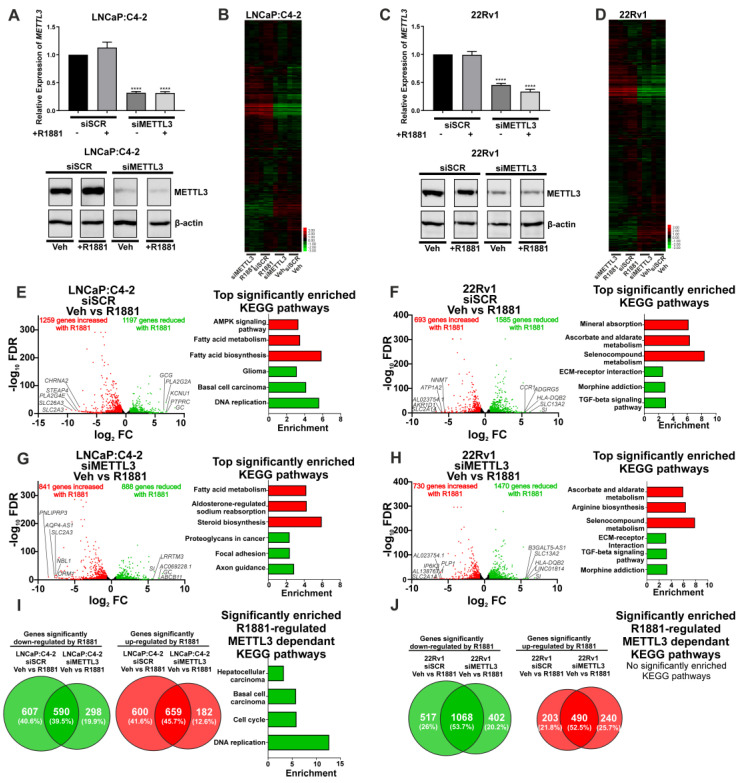
Knockdown of *METTL3* influences androgen-induced transcriptional programmes in PCa cell lines. PCa cells treated with −/+ 1nM R1881 and −/+ si*METTL3* were analysed by RNA-seq and the DEGs determined. *METTL3* knockdown in LNCaP:C4-2 (**A**) and 22Rv1 (**C**) −/+ R1881 was confirmed by qRT-PCR and Western blotting. Heatmap of AR-regulated genes LNCaP:C4-2 (**B**) and 22Rv1 (**D**) siSCR and siMETTL3 treated with Veh or R1881. The androgen-induced differential gene expression and top significantly enriched KEGG pathways in siSCR Veh vs. R1881 and siMETTL3 Veh vs. R1881 in LNCaP:C4-2 (**E**,**G**) and 22Rv1 (**F**,**H**) is shown. Genes with significantly higher expression with R1881 treatment are indicated in red and genes significantly lower with R1881 treatment are indicated in green. Non-significantly DEGs are plotted in black. Common and uniquely regulated genes in siSCR vs. siMETTL3 and enriched KEGG pathways with METTL3 dependant R1881 regulated genes in LNCaP:C4-2 (**I**) and 22Rv1 (**J**) are shown. Significant gene expression: FC ±1.5 and FDR < 0.05. **** *p* ≤ 0.0001. Molecular weights for proteins are indicated in the full uncropped annotated Western blot images (Figures S8 and S9).

**Figure 5:**
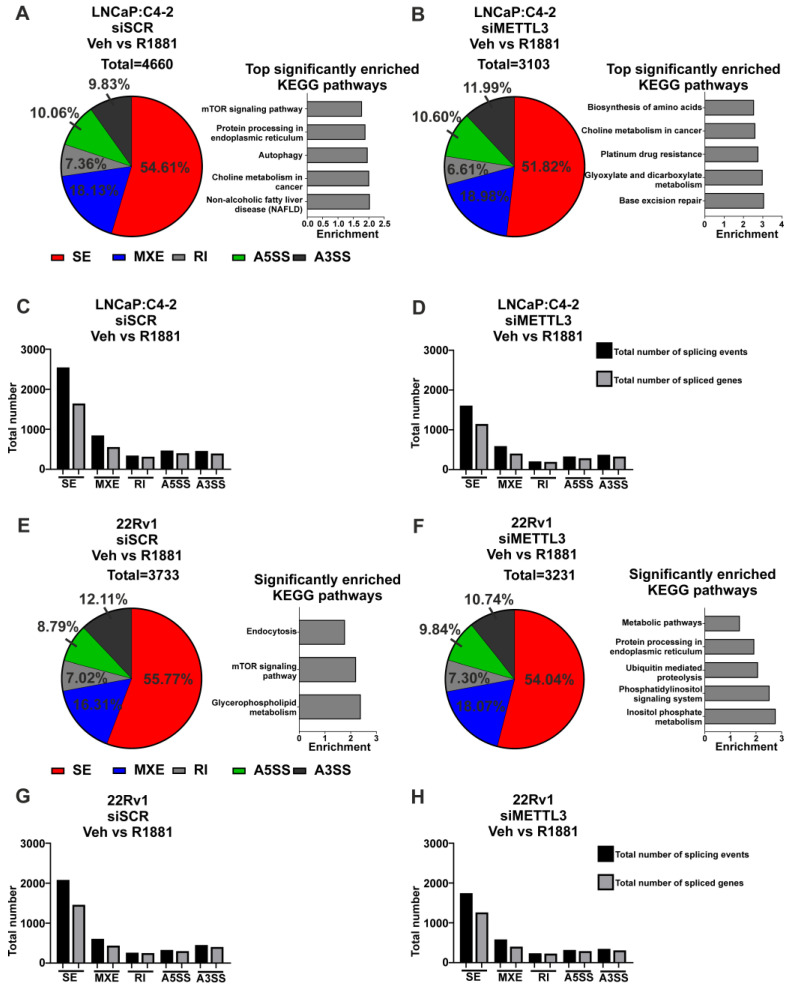
Knockdown of *METTL3* influences androgen-induced splicing in PCa cell lines. PCa cells treated with −/+ 1nM R1881 and −/+ siMETTL3 were analysed by RNA-seq and the DSGs determined. The significant androgen-regulated differential splicing events, genes, and top significantly enriched KEGG pathways in siSCR Veh vs. R1881 and siMETTL3 Veh vs. R1881 in LNCaP:C4-2 (**A**–**D**) and 22Rv1 (**E**–**H**) are shown. Significant splicing events: dPSI ≥ 5% and FDR < 0.05. Veh = vehicle, FC = fold-change, FDR = false discovery rate. SE = skipped exon, MXE = mutually exclusive exon, RI = retained intron, A5SS = alternative 5′ splice site, A3SS = alternative 3′ splice site.

## Data Availability

All RNA-sequencing data reported here is available from NCBI-GEO (www.ncbi.nlm.nih.gov/geo) under the following accession numbers: GSE194420, GSE195632, and GSE195624.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14205148/s1, Figure S1: Full annotated Western blot images for LNCaP nuclear and cytoplasmic expression −/+ R1881; Figure S2: Full annotated Western blot images for LNCaP:C4-2 nuclear and cytoplasmic expression −/+ R1881; Figure S3: Full annotated Western blot images for 22Rv1 nuclear and cytoplasmic expression −/+ R1881; Figure S4: Full annotated Western blot images for LNCaP −/+ R1881 METTL3 expression; Figure S5: Full annotated Western blot images for LNCaP:C4-2 −/+ R1881 METTL3 expression; Figure S6: Full annotated Western blot images for 22Rv1 −/+ R1881 METTL3 expression; Figure S7: Full annotated Western blot images for 22Rv1 −/+ STM2457 AR expression; Figure S8: Full annotated Western blot images for LNCaP:C4-2 −/+ siMETTL3; Figure S9: Full annotated Western blot images for 22Rv1 −/+ siMETTL3; Figure S10: METTL3 expression in primary therapy response in PCa patients; Figure S11: siRNA-mediated depletion of METTL3 regulates transcriptional and alternative splicing programmes in PCa cell lines; Table S1: Patient demographics of the prostate TMA cohort; Table S2: Summary of clinical correlations with METTL3 protein expression in the prostate TMA cohort; Table S3: Significantly (fold change ±1.5 and FDR-corrected *p*-value < 0.05) DEGs between Veh and STM2457 treatment in LNCaP:C4-2 and 22Rv1; Table S4: Enriched KEGG pathways with DEGs with METTL3 inhibition using STM2457 in LNCaP:C4-2 and 22Rv1; Table S5: Significant (dPSI ≥ 5% and FDR < 0.05) differential splicing events in Veh vs. STM2457 treatment in LNCaP:C4-2; Table S6: Significant (dPSI ≥ 5% and FDR < 0.05) differential splicing events in Veh vs. STM2457 treatment in 22Rv1; Table S7: Significantly (fold change ±1.5 and FDR-corrected *p*-value < 0.05) DEGs in siSCR vs. siMETTL3 Veh treatment in LNCaP:C4-2 and 22Rv1; Table S8: Enriched KEGG pathways with DEGs with Veh treated siMETTL3 knockdown in LNCaP:C4-2 and 22Rv1; Table S9: Significant (dPSI ≥ 5% and FDR < 0.05) differential splicing events with siSCR vs. siMETTL3 Veh treatment in LNCaP:C4-2; Table S10: Significant (dPSI ≥ 5% and FDR < 0.05) differential splicing events with siSCR vs. siMETTL3 Veh treatment in 22Rv1; Table S11: Significantly (fold change ±1.5 and FDR-corrected *p*-value < 0.05) DEGs with siSCR Veh vs. R1881 and siMETTL3 Veh vs. R1881 in LNCaP:C4-2; Table S12: Enriched KEGG pathways with DEGs with siSCR Veh vs. R1881 and siMETTL3 Veh vs. R1881 in LNCaP:C4-2; Table S13: Significantly (fold change ±1.5 and FDR-corrected *p*-value < 0.05) DEGs with siSCR Veh vs. R1881 and siMETTL3 Veh vs. R1881 in 22Rv1; Table S14: Significantly (fold change ±1.5 and FDR-corrected *p*-value < 0.05) DEGs with siSCR Veh vs. R1881 and siMETTL3 Veh vs. R1881 in 22Rv1; Table S15: Significant (dPSI ≥ 5% and FDR < 0.05) differential splicing events with siSCR Veh vs. R1881 in LNCaP:C4-2; Table S16: Significant (dPSI ≥ 5% and FDR < 0.05) differential splicing events with siMETTL3 Veh vs. R1881 in LNCaP:C4-2; Table S17: Significant (dPSI ≥ 5% and FDR < 0.05) differential splicing events with siSCR Veh vs. R1881 in 22Rv1; Table S18: Significant (dPSI ≥ 5% and FDR < 0.05) differential splicing events with siMETTL3 Veh vs. R1881 in 22Rv1.

How the deposited data were processed for this re-analysis (not part of the article)

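The RNA-seq of the knockdown experiment was analysed from 24 libraries, with 3 libraries for each combination of cell line (LNCaP:C4-2, 22Rv1), siRNA pool (siSCR, siMETTL3) and treatment (vehicle, R1881 at 1 nM for 72 h). The RNA-seq of cells treated with STM2457 and the splicing analysis were not analysed here, since gene counts hold no information on splicing. The authors trimmed the reads with Trim Galore, aligned them to GRCh38 with STAR and counted fragments per gene with featureCounts 1.5.0 and the annotation of Ensembl release 83. The deposited values are raw counts, 1 value per gene and library, without normalization. No strand option was set in the counting, and fragments that aligned to several places or fell on several genes were left out by its defaults. Of the 60675 genes, 56558 were named from the reference annotation and 15 from the paper's supplementary tables, and 4102 stayed without a name.

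Library totals ran from 15716224 to 21306019 fragments with a median of 17671721. The 10 most abundant genes took 5.32% to 9.9% of a library and the mitochondrial genes 3.93% to 9.73%. One CPM equals 15.7 counts in the smallest library. Intervals and floors cover counting error only, since duplicated reads cannot be recognized in gene counts. Where all libraries of a group held at most 3 counts of a gene, its fold change was computed against that floor and is given as a lower bound.

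The main test was edgeR 4.0.16 in R 4.3.3. The 12 libraries of a cell line were fitted together with a mean per condition, TMM normalization, filterByExpr (count minimum 10, total count minimum 15) and the quasi-likelihood functions glmQLFit and glmQLFTest, which left 8 residual degrees of freedom. Genes were called as DEGs at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 (log2 0.585). The interaction of R1881 and siMETTL3 and the differences between cell lines, the latter from a fit of all 24 libraries, were called at an adjusted p under 0.05 with no fold-change threshold. Standard errors were obtained as the absolute log2 fold change divided by the square root of the F statistic. Gene lists were tested with fry from limma 3.58.1 (directional, two-sided, Benjamini-Hochberg adjustment over 11 lists within a comparison). METTL3 was also tested with an exact two-sided permutation test. Shares of genes carry 95% Wilson intervals from prop.test in R without continuity correction, which treat genes as independent. Fisher exact tests were run with scipy 1.17.1. Tables were joined in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

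Replicate numbers were taken from the sample labels. Neither the labels nor the paper's text says whether libraries with the same number form pairs, so the main fits are unpaired and the replicate number was tried as a block. The genes named in the text were METTL3, every gene the paper names for this experiment and members of the gene lists. For each comparison the 5 genes with the largest change were added, among DEGs with a mean of at least 1 CPM over the 12 libraries of the line and the same direction in all 3 same-numbered pairs, as were the genes called in the same direction in all 4 knockdown comparisons. Some genes that meet this rule were not used here. A gene named outside it is marked where it appears.

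The tests were checked on simulated data with the depths and dispersions of the libraries. With 200 genes changed by 1 log2 unit, edgeR recovered 86.5% of the genes in LNCaP:C4-2 and 92.5% in 22Rv1, with 4.42% and 2.63% of its calls false. DESeq2 1.42.0 recovered 87.5% and 91%, and the fit with the block 86.5% and 92%. The interaction test recovered 66% and 76.5%, and the test between cell lines 75%. Simulated lists of 30 genes with 20 of them raised had adjusted p of 5.28e-09 and 7.79e-10, and 0 of 20 lists without raised genes passed in either cell line. The changed genes came from those with a mean of at least 1 CPM. Simulated genes varied independently, while the real replicates differ along a shared axis, so all these rates may be too favourable.

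The alternatives tried were DESeq2, RLE size factors or library size alone in place of TMM, no filter on low counts or at least 10 counts in every library, the replicate block, a fit of only the 6 libraries compared, an adjusted p under 0.01, no fold-change threshold or a threshold inside the test (glmTreat), other definitions of a shared gene, and leaving out each library in turn. Offsets for GC content and gene length were spline fits with 5 degrees of freedom per library. Other splits of the libraries into groups were fitted in the same way.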

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

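The tests of gene length and of replicate number as sources of the differences between replicates, and the counts of arrangements that exchange some but not all pairs in both cell lines, were chosen only after the result was seen.

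The knockdown in vehicle differed between the cell lines in 89 of 19437 genes at an adjusted p under 0.05 in edgeR's test of the difference itself (17 with the higher effect in 22Rv1, 72 with the lower), and 2240 genes had an unadjusted p under 0.05 where 972 would be expected by chance. With the replicate number as a block there were 105 genes. The glycolysis and HIF-1 list differed by a median of −0.62 (27 of 28 genes lower in 22Rv1, adjusted p = 0.00573, and 0.00373 with the block). The 2 reference genes of the RT-qPCR, GAPDH and ACTB, differed by −0.23 (both lower in 22Rv1, adjusted p = 0.0109, and 0.025 with the block), and this difference did not pass in 2 of 8 alternatives (adjusted p 0.0115 to 0.182). When siRNA labels were exchanged within cell line and replicate number, 7 of 32 arrangements, the real one included, gave as many genes and 8 of 32 as many lists, and the highest other count was 3537. Some of these keep or exchange all 3 pairs of 1 cell line, which leaves the knockdown effect of that line in the comparison. Of the real arrangement and the 18 that exchange some but not all pairs in both lines, 2 of 19 gave as many genes and 1 of 19, the real one, as many lists (highest other 1). These 18 gave from 416 to 6371 genes at an unadjusted p under 0.05. With 19 arrangements no share under 0.05 can be reached, so this test leaves open whether the grouping of the libraries gave these numbers.

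For the glycolysis and HIF-1 list in vehicle-treated LNCaP:C4-2, technical explanations were tested one by one. With an offset for GC content its median log2 fold change was 0.612 (adjusted p = 0.00576) and with an offset for gene length 0.601 (adjusted p = 0.0107, against 0.00384 to 0.022 over all alternatives). With every library thinned to the smallest total its adjusted p was 0.00892, and with the 37 mitochondrial genes left out it was 0.0086. A pattern that came from GC content should shrink under the GC offset, which moved other results of this cell line. The median of the list was 0.612 with that offset and 0.607 without a correction. This argues against GC content as the source for the genes of this list. The other checks hardly moved the result either, and they cannot rule a technical cause out. In the vehicle comparison of LNCaP:C4-2, 1 of the 4 splits that part all same-numbered pairs gave as many lists and 1 as many genes, the real split in each case. The other 6 of the 10 splits part 1 pair, and all 9 splits other than the real one gave 0 genes and 0 lists (147 to 3013 genes at an unadjusted p under 0.05). With 4 such splits no share under 0.05 can be reached whatever the data, so this test cannot decide whether the arrangement of the libraries gave the pattern. Density, oxygen or medium of the wells was not measured here.

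The response to R1881 with siSCR differed between the cell lines in 3266 of 19437 genes (1513 with the higher effect in 22Rv1, 1753 with the lower, and 5610 at an unadjusted p under 0.05), and in 3085 with the replicate block. When treatment labels were exchanged within cell line and replicate number, 2 of 32 arrangements gave as many genes and 2 as many lists, the real one included. The other, with 5908 genes, exchanges all 3 pairs of 1 cell line, which adds the responses of the 2 lines in place of subtracting them and is no chance arrangement. Of the real arrangement and the 18 that exchange some but not all pairs in both lines, 1 of 19, the real one, gave as many genes and as many lists, and the others gave 0 genes and 0 lists (491 to 1142 genes at an unadjusted p under 0.05). The median difference (22Rv1 minus LNCaP:C4-2) was −2.38 for the androgen response list (24 of 25 genes lower, adjusted p = 1.21e-13), −0.41 for fatty acid metabolism (23 of 32 lower, adjusted p = 2.09e-09), −0.49 for glycolysis and HIF-1 (26 of 28 lower, adjusted p = 0.0035) and −0.29 for axon guidance (41 of 62 lower, adjusted p = 0.00143). It was 0.65 for DNA replication (34 of 35 higher, adjusted p = 4.62e-05), 0.49 for the cell cycle (29 of 30 higher, adjusted p = 0.000878) and 2.39 for the UDP-glucuronosyltransferases (7 of 8 higher, adjusted p = 0.000628). It was 0.12 for the reference genes (1 of 2 higher, adjusted p = 0.0289) and 0.025 for the m6A machinery (8 of 15 higher, adjusted p = 0.0488). The median of the m6A machinery was −0.033 under RLE scaling, so it has no stable direction. The cell line is the biological difference in the design. Library size, GC content and gene length were tried as alternatives for this count, and 2686 to 3218 genes passed with each library left out in turn.

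The paper does not report siMETTL3 against siSCR under R1881, where 115 genes were called in LNCaP:C4-2 (46 higher, 69 lower, and 4702 at an unadjusted p under 0.05) and 587 in 22Rv1 (411 higher, 176 lower, and 5712 unadjusted). With the replicate block there were 39 (13 higher, 26 lower) and 544 (393 higher, 151 lower). Of these genes, 16 in LNCaP:C4-2 and 21 in 22Rv1 were also called in vehicle in the same direction, and 16 were called in both lines. In LNCaP:C4-2 the largest changes were in PLA2G2A (log2 fold change 2.44, adjusted p = 0.0335), F5 (−2.23, adjusted p = 0.00216), SLC26A3 (−1.64, adjusted p = 0.0187), SLC38A4 (−1.57, adjusted p = 0.0444) and TRIM47 (1.55, adjusted p = 0.0109). With the block PLA2G2A, SLC26A3 and SLC38A4 did not pass (adjusted p = 0.0517, 0.0633 and 0.0966, each the highest over its alternatives, with lowest values of 8.24e-06, 1.17e-06 and 2.81e-06). With each library left out in turn they did not pass in 4, 5 and 5 of 6 fits, and TRIM47 in 3 of 6. In 22Rv1 they were in ENSG00000229413 (3.25, adjusted p = 0.00443), SNORD104 (2.95, adjusted p = 0.00206), MT-TH (2.34, adjusted p = 0.00485), BEST2 (2.06, adjusted p = 1.11e-06) and PSENEN (2.06, adjusted p = 0.000207), and several of these are short or noncoding genes. ENSG00000229413 and SNORD104 did not pass with DESeq2 (adjusted p = 1 each, and from 4.24e-09 and 3.98e-10 over the alternatives).

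For the larger number in 22Rv1 under R1881 than in vehicle, 398 genes passed with an offset for GC content against 52 in vehicle, 507 against 39 with an offset for gene length and 583 against 34 with every library thinned to the smallest total, where the uncorrected fits gave 587 and 36. Thinning hardly moved the number, so it cannot rule out an effect of library size. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes and 2 as many lists. In LNCaP:C4-2, 1 of the 4 gave as many genes and 1 as many lists. A split that parts 1 pair gave 65 genes and 8 lists there, where the real split gave 115 genes and 1 list. The biological explanation in the design, a larger effect of the knockdown in the presence of androgen, was tested by the interaction, which passed in 3 genes in 22Rv1 and 0 in LNCaP:C4-2 (1101 and 2037 at an unadjusted p under 0.05). The larger number is consistent with the spread between replicates as well. In vehicle-treated 22Rv1, 2 of the 4 splits gave as many genes as the real one, and the other gave 192. In that comparison 0 lists passed, so 4 of 4 splits gave as many.

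With R1881 against vehicle, 1 of the 4 splits that part all same-numbered pairs gave as many genes, and 1 as many lists, under each siRNA pool in each cell line, and the highest other count of genes was 0 in each (445 to 1122 genes at an unadjusted p under 0.05 in the splits with the most). The design cannot give a share under 0.05 for these.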

How the results depend on the processing

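The alternatives were fixed before the data were examined, except the offsets for GC content and gene length and the GC offset with the replicate block, which were chosen after the replicates were seen to differ along GC content. The tests of gene length and of replicate number for the differences between replicates were chosen only after the result was seen. Over single genes and gene lists, 1035 of 1103 values for 117 results kept their direction and side of the threshold under the alternatives, 29 became weaker, 34 stronger and 5 reversed. With each library left out in turn, 659 of 774 values kept both, 93 became weaker, 9 stronger and 13 reversed. Of the counts, shares and METTL3 values (39 results), 306 of 408 stayed under the alternatives and 235 of 324 with a library left out. The cause was not tested for any result that changed.

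Fold-change threshold. Without it, the numbers of DEGs were 100 in place of 36 (22Rv1 knockdown in vehicle), 2897 in place of 587 (22Rv1 knockdown with R1881), 4081 in place of 2484 and 2728 in place of 1747 (LNCaP:C4-2 R1881 with siSCR and siMETTL3), and 5903 in place of 2471 and 5917 in place of 2406 (22Rv1 R1881). The LNCaP:C4-2 share of siSCR genes not called in the same direction with siMETTL3 was then 52.9% in place of 48.6%. With the threshold inside the test, the knockdown gave 0 and 1 genes in LNCaP:C4-2 and 3 and 10 in 22Rv1 (vehicle and R1881), where 2636, 4702, 2604 and 5712 had an unadjusted p under 0.05. The R1881 comparisons then gave 1014 and 765 genes in LNCaP:C4-2 and 964 and 932 in 22Rv1, the shares were 39.6% and 27.1%, the 22Rv1 interaction gave 0 in place of 3 (1101 unadjusted), and the cell line difference of the knockdown gave 0 in place of 89 (2240 unadjusted) and that of R1881 gave 769 in place of 3266. At an adjusted p under 0.01 the knockdown gave 40 and 6 genes in LNCaP:C4-2 and 21 and 304 in 22Rv1, its cell line difference 15, the R1881 difference 1813, and the 22Rv1 share was 27.4% in place of 30.7%.

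Other definitions of dependence on METTL3. The interaction passed in 0% of the siSCR genes in LNCaP:C4-2 and 0.121% in 22Rv1, whatever their call with siMETTL3 (2037 and 1101 of all genes at an unadjusted p under 0.05). The share by overlap was 40.8% and 20.9% where the same sign at an adjusted p under 0.05 was enough with siMETTL3. Interaction counts adjusted within the siSCR genes, given below, rest on genes chosen by a response that is part of the interaction. False calls among them are not held at the threshold.

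Filter on low counts. Without it, the knockdown gave 464 and 776 genes (547 higher, 229 lower) in LNCaP:C4-2 in place of 197 and 115 (46 higher, 69 lower), and 87 (54 higher, 33 lower) in vehicle-treated 22Rv1 in place of 36 (11 higher, 25 lower). The cell line difference of the knockdown gave 300. The interaction passed in 351 genes in LNCaP:C4-2 and 79 in 22Rv1, and in 485 and 45 when adjusted within the siSCR genes, in place of 30 and 3. The 22Rv1 share was 34.8%. The interaction lists in LNCaP:C4-2 were 2 in place of 0 (3 at an unadjusted p under 0.05), and the knockdown lists with R1881 in 22Rv1 were 1 in place of 2. With at least 10 counts in every library, the LNCaP:C4-2 share was 51.2%, the lists were 0 in place of 1 for the knockdown with R1881, 5 in place of 2 for R1881 with siMETTL3 and 2 for the interaction, and those for the knockdown with R1881 in 22Rv1 were 1.

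Normalization. RLE size factors changed 1 count, the interaction lists in LNCaP:C4-2, to 2. Library size alone moved the median log2 fold change of all genes by −0.12 for R1881 with siSCR in LNCaP:C4-2, and by less than 0.1 elsewhere. With it, the DEGs of that comparison split into 926 higher and 1800 lower in place of 1215 and 1269. The lists were 2 for the knockdown with R1881, 7 for R1881 with siMETTL3 and 2 for the interaction in LNCaP:C4-2. The interaction within the siSCR genes gave 10, and METTL3 in 22Rv1 siMETTL3 changed with R1881 by −0.23 (adjusted p = 0.0369, and 0.0369 to 0.391 over its alternatives).

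Test and libraries in the fit. DESeq2 called 350 and 470 genes (290 higher, 180 lower) for the knockdown in LNCaP:C4-2 and 333 for its cell line difference. The interaction passed in 56 genes in LNCaP:C4-2, and in 181 and 6 within the siSCR genes of LNCaP:C4-2 and 22Rv1. With only the 6 libraries compared, the knockdown gave 112 and 520 genes (340 higher, 180 lower) in LNCaP:C4-2 and 14 in vehicle-treated 22Rv1, the LNCaP:C4-2 share was 52.5%, the lists of the knockdown with R1881 were 0, and METTL3 in vehicle-treated LNCaP:C4-2 was −0.61 with an adjusted p of 0.054 (5.7e-05 to 0.054 over its alternatives).

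Replicate block. With the block, the knockdown with R1881 in LNCaP:C4-2 gave 39 genes, and METTL3 there was −0.57 with an adjusted p of 0.0706 (0.000151 to 0.0706). The interaction lists in LNCaP:C4-2 were 1 and the genes within the siSCR genes 1. The knockdown lists with R1881 in 22Rv1 were 0, with 4 lists at an unadjusted p under 0.05 in the unpaired fit, and the lists of the cell line difference of the knockdown were 5 in place of 2.

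Offsets. With the GC offset, the knockdown gave 407 and 52 genes in LNCaP:C4-2 and its cell line difference 678, and the vehicle count in 22Rv1 split into 22 higher and 30 lower. METTL3 was −0.38 for the knockdown with R1881 in LNCaP:C4-2 (adjusted p = 0.0568, in the range above) and 0.33 for R1881 with siMETTL3 (adjusted p = 0.0193, and 0.0193 to 0.421 over its alternatives). The interaction gave 4 and 7 genes, 137 and 15 within the siSCR genes, and the shares were 45.4% and 28.1%. The lists were 2 for the knockdown with R1881 and 5 for R1881 with siMETTL3 in LNCaP:C4-2, 0 for the knockdown with R1881 in 22Rv1 and 4 for its cell line difference. The R1881 cell line difference gave 4895 genes. With the GC offset and the block together these values were 415 and 49 genes, 755, −0.39 (adjusted p = 0.068), 0.33 (adjusted p = 0.024), 22 and 6, 246 and 11, 45.9% and 28.0%. The lists were 8 for R1881 with siMETTL3 and 2 for the interaction in LNCaP:C4-2, 0 for the knockdown with R1881 in 22Rv1 and 6 for its cell line difference, with 375 genes for the knockdown with R1881 in 22Rv1 and 4931 for the R1881 difference. With the length offset the interaction lists in LNCaP:C4-2 were 2 and the knockdown lists with R1881 in 22Rv1 4.

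Leaving out each library in turn. In LNCaP:C4-2 the knockdown gave from 0 to 339 genes in vehicle and from 1 to 1497 with R1881, METTL3 ran from −0.66 to −0.55 and from −0.65 to −0.52, and the lists with R1881 from 0 to 3. The interaction ran from 0 to 8 genes, from 0 to 2 lists and from 0 to 318 genes within the siSCR genes, the share from 41.4% to 54.2%, and the lists of R1881 with siMETTL3 from 2 to 7. In 22Rv1 the knockdown gave from 15 to 228 genes in vehicle and from 309 to 538 with R1881, with 0 to 1 lists. The interaction gave from 2 to 30 genes, and from 3 to 69 within the siSCR genes, and the share ran from 24.8% to 40.1%. The cell line difference of the knockdown ran from 14 to 308 genes and from 1 to 3 lists. The R1881 counts kept within 1.5 times their value, from 2038 to 2464 and from 1423 to 1736 in LNCaP:C4-2 and from 2067 to 2855 and from 2173 to 2441 in 22Rv1.

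Reversed directions. The interaction of FKBP5 in LNCaP:C4-2 was 0.092 with the GC offset, 0.090 with the GC offset and the block and 0.035 with the length offset, in place of −0.054, and ran from −0.13 to 0.012 with a library left out. KLK3 with R1881 in 22Rv1 siSCR was 0.037 with the GC offset, with and without the block, and ran from −0.11 to 0.037 with a library left out. With a library left out, KLK3 ran from −0.26 to 0.080 with R1881 in 22Rv1 siMETTL3, from −0.023 to 0.20 for the knockdown in vehicle-treated LNCaP:C4-2 and from −0.13 to 0.033 for it with R1881. The METTL3 interaction in LNCaP:C4-2 ran from −0.039 to 0.094, TMPRSS2 with R1881 in 22Rv1 siMETTL3 from −0.29 to 0.00052, the cell cycle list in the LNCaP:C4-2 interaction from −0.0011 to 0.27, and fatty acid metabolism with R1881 in 22Rv1 siSCR from −0.056 to 0.00087. Each of these is near 0 or was not past the threshold in the fit of all libraries.

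Depth limits 2 kinds of result. For genes at or under 3 counts in a group only a lower bound of the fold can be given, and a knockdown effect well under 1 log2 unit is below what the simulated data tested.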

Differences from the paper's values

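The paper's supplementary table lists 248 higher and 102 lower genes for siMETTL3 against siSCR in vehicle-treated LNCaP:C4-2, where 136 and 61 were called here. Of the 10 alternatives set before the data were examined, other than leaving out a library, 3 gave numbers within 1.5 times the paper's in both directions. With no fold-change threshold there were 173 higher and 84 lower genes, without the filter on low counts 338 and 126, and with DESeq2, the program the paper names, 248 and 102. The other 7 did not, namely the fold-change threshold inside the test, an adjusted p under 0.01, RLE size factors, library size alone, at least 10 counts in every library, the replicate block and the fit of only the 6 libraries compared. Of the 6 fits that each left out a library, the one without replicate 1 of siMETTL3 vehicle gave 235 higher genes, and its higher and lower genes were both within 1.5 times the paper's. The other 5 did not reach this in either direction. Of the paper's 350 genes, 350 changed in the same direction here and 186 were called.

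For the METTL3 mRNA in LNCaP:C4-2 the paper's RT-qPCR shows about 31% of siSCR vehicle in Fig. 4A, read by eye, for siMETTL3 in vehicle and about 31% for siMETTL3 with R1881. The RNA-seq counts gave 65.4% and 77.9%. None of the alternatives set before the data were examined closed the gap, with 63.98% to 65.81% and 72.09% to 78.01%, nor did leaving out a library, with 63.19% to 68.17% and 77.5% to 78.06%.

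Directions and genes also differed. In its RT-qPCR of androgen-treated cells the paper shows KLK3 induced in 22Rv1 (Fig. 2B, another experiment). In the RNA-seq of 22Rv1 with siSCR, KLK3 changed by −0.015 on the log2 scale with R1881 (adjusted p = 0.954), and no alternative called it. The paper reports METTL3 raised by androgen in LNCaP:C4-2 and lowered in 22Rv1. In the RNA-seq with siSCR it changed by 0.21 in LNCaP:C4-2 (adjusted p = 0.171), the same direction but not past the threshold, and by 0.12 in 22Rv1 (adjusted p = 0.267), the opposite direction. The paper lists axon guidance and focal adhesion as pathways regulated by androgen in both cell lines. The hand-written lists for them passed in 22Rv1 and not in LNCaP:C4-2 (fry test, adjusted p = 0.0825 each). The measures are unlike, since the paper tested DEGs for enrichment in KEGG pathways. The lists were tested here for a common direction over all their expressed genes. DEGs in mixed directions can be enriched without passing here, so the outcomes need not conflict. In LNCaP:C4-2 both lists passed with library size alone, set before the data were examined, and with the GC offset, with and without the replicate block, both chosen after seeing the values. The focal adhesion list also passed with at least 10 counts in every library.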

Other observations

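The tests of gene length and of replicate number for the axis between replicates, the counts of arrangements that exchange some but not all pairs in both treatments, and the comparison of the top sites with one another were chosen only after the result was seen.

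The share of androgen-regulated genes that are not DEGs in the same direction with siMETTL3 was compared with the share expected if the response to R1881 were equal under both siRNA pools. Counts drawn from such a model, at the measured depths and dispersions, gave a median share of 31.31% in LNCaP:C4-2 (29.46% to 32.85% over 20 simulations) and of 29.55% in 22Rv1 (28.55% to 30.93%). The measured shares were 48.6% and 30.7%. Genes varied independently in these simulations, so the simulated ranges leave out differences shared by the genes of a library. In 22Rv1 the measured share lies within the simulated range, so thresholds applied to 2 noisy comparisons could give it with no effect of METTL3. In LNCaP:C4-2 it lies above the range, but exchanging siRNA labels within treatment and replicate number gave as large a share in 9 of 64 arrangements in LNCaP:C4-2 (14.8% to 59.6%, median 33.9%) and in 34 of 64 in 22Rv1 (20.1% to 59.9%, median 31.1%), the real one included. The number of genes with an unadjusted interaction p under 0.05 was reached in 6 of 32 arrangements in LNCaP:C4-2 (highest other 6522) and in 13 of 32 in 22Rv1 (highest other 7771). Some of these arrangements keep or exchange all 3 pairs of 1 treatment, which leaves its whole knockdown effect in the comparison. Of the real one and those that exchange some but not all pairs in both treatments, the share was reached in 2 of 37 in LNCaP:C4-2 (highest other 50.0%) and 14 of 37 in 22Rv1 (highest other 48.5%), and the number of genes in 2 and 4 of 19. In LNCaP:C4-2 differences between replicates are thus not ruled out as a source of the share.

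Replicates of the same condition differed along 1 leading axis, which held 42.1% of the variance between replicates in LNCaP:C4-2 and 30.1% in 22Rv1. Its gene loadings correlated with the GC content of the exons (Spearman's rho across genes 0.786 and 0.752), less with their length (−0.272 and −0.184), and between the cell lines (Pearson's r 0.80 across 12938 genes, which are not independent replicates). Libraries with the same replicate number did not deviate together (mean r −0.0119 and −0.0120). Of 79 ribosomal protein genes, 77.2% and 67.1% had loadings above the median. The loadings correlated across genes with the knockdown effect under R1881 (r 0.71 and 0.59), in vehicle (0.23 and 0.42) and with the interaction (0.47 and 0.36). A library effect that follows GC content is a candidate explanation for part of the differences between groups, and no biological explanation was tested for this axis.

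A hypothesis of shared off-target effects of the siMETTL3 pool was tested without the siRNA sequences, which were not used here. Among 16175 sites of 7 bases in the 3′ untranslated regions of 11230 genes, CCGTACT marked the strongest fall with siMETTL3 in vehicle-treated 22Rv1 (144 genes, of which 110 or 76.4% were lower, against 50.2% of the other genes). In vehicle-treated LNCaP:C4-2, which had no part in choosing it, 99.98% of sites marked a weaker fall (63.2% of its genes lower, against 48.6%). The site was in 10 of the 76 genes called lower in LNCaP:C4-2 in vehicle or R1881 (13.2%, against 1.2% of other genes, two-sided Fisher exact p = 4.07e-08), with vehicle alone giving 2 of 32 (p = 0.0631), and in 8 of 18 called lower in vehicle-treated 22Rv1, which chose it. Of the 10 sites with the strongest fall, 3 occur in METTL3 transcripts (one-sided share of 10000 random draws with as many 0.0326). All 10 hold the bases CGTAC and 2 of the 3 overlap in METTL3, so random draws of unrelated sites are no valid comparison, and 28% of all sites occur in METTL3. The top site occurs once in the coding sequence of METTL3, in exon 6 of 11 on chromosome 14 from 21500534 to 21500540. A seed match of 1 siRNA of the pool may thus contribute to genes lower with siMETTL3 in both cell lines, among them RRP1B, TMEM123 and COPS8, each with 1 site. It does not account for AASDHPPT, VASH2, MAPK6 or POLR3F, which have none. COPS8, MAPK6 and POLR3F were called lower in 3 of the 4 knockdown comparisons and so fall outside the naming rule. The same search for genes higher with siMETTL3, which a seed of the control pool would give, found CTAGAAG in 22Rv1, and in LNCaP:C4-2 only 59.05% of sites marked a weaker rise.

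With siSCR, R1881 changed 502 genes in the same direction in both cell lines and 99 in opposite directions, of 14985 genes tested in both.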
